# NASH limits anti-tumour surveillance in immunotherapy-treated HCC

**DOI:** 10.1038/s41586-021-03362-0

**Published:** 2021-03-24

**Authors:** Dominik Pfister, Nicolás Gonzalo Núñez, Roser Pinyol, Olivier Govaere, Matthias Pinter, Marta Szydlowska, Revant Gupta, Mengjie Qiu, Aleksandra Deczkowska, Assaf Weiner, Florian Müller, Ankit Sinha, Ekaterina Friebel, Thomas Engleitner, Daniela Lenggenhager, Anja Moncsek, Danijela Heide, Kristin Stirm, Jan Kosla, Eleni Kotsiliti, Valentina Leone, Michael Dudek, Suhail Yousuf, Donato Inverso, Indrabahadur Singh, Ana Teijeiro, Florian Castet, Carla Montironi, Philipp K. Haber, Dina Tiniakos, Pierre Bedossa, Simon Cockell, Ramy Younes, Michele Vacca, Fabio Marra, Jörn M. Schattenberg, Michael Allison, Elisabetta Bugianesi, Vlad Ratziu, Tiziana Pressiani, Antonio D’Alessio, Nicola Personeni, Lorenza Rimassa, Ann K. Daly, Bernhard Scheiner, Katharina Pomej, Martha M. Kirstein, Arndt Vogel, Markus Peck-Radosavljevic, Florian Hucke, Fabian Finkelmeier, Oliver Waidmann, Jörg Trojan, Kornelius Schulze, Henning Wege, Sandra Koch, Arndt Weinmann, Marco Bueter, Fabian Rössler, Alexander Siebenhüner, Sara De Dosso, Jan-Philipp Mallm, Viktor Umansky, Manfred Jugold, Tom Luedde, Andrea Schietinger, Peter Schirmacher, Brinda Emu, Hellmut G. Augustin, Adrian Billeter, Beat Müller-Stich, Hiroto Kikuchi, Dan G. Duda, Fabian Kütting, Dirk-Thomas Waldschmidt, Matthias Philip Ebert, Nuh Rahbari, Henrik E. Mei, Axel Ronald Schulz, Marc Ringelhan, Nisar Malek, Stephan Spahn, Michael Bitzer, Marina Ruiz de Galarreta, Amaia Lujambio, Jean-Francois Dufour, Thomas U. Marron, Ahmed Kaseb, Masatoshi Kudo, Yi-Hsiang Huang, Nabil Djouder, Katharina Wolter, Lars Zender, Parice N. Marche, Thomas Decaens, David J. Pinato, Roland Rad, Joachim C. Mertens, Achim Weber, Kristian Unger, Felix Meissner, Susanne Roth, Zuzana Macek Jilkova, Manfred Claassen, Quentin M. Anstee, Ido Amit, Percy Knolle, Burkhard Becher, Josep M. Llovet, Mathias Heikenwalder

**Keywords:** Cancer, Immunotherapy

## Abstract

Hepatocellular carcinoma (HCC) can have viral or non-viral causes^1–5^. Non-alcoholic steatohepatitis (NASH) is an important driver of HCC. Immunotherapy has been approved for treating HCC, but biomarker-based stratification of patients for optimal response to therapy is an unmet need^6,7^. Here we report the progressive accumulation of exhausted, unconventionally activated CD8^+^PD1^+^ T cells in NASH-affected livers. In preclinical models of NASH-induced HCC, therapeutic immunotherapy targeted at programmed death-1 (PD1) expanded activated CD8^+^PD1^+^ T cells within tumours but did not lead to tumour regression, which indicates that tumour immune surveillance was impaired. When given prophylactically, anti-PD1 treatment led to an increase in the incidence of NASH–HCC and in the number and size of tumour nodules, which correlated with increased hepatic CD8^+^PD1^+^CXCR6^+^, TOX^+^, and TNF^+^ T cells. The increase in HCC triggered by anti-PD1 treatment was prevented by depletion of CD8^+^ T cells or TNF neutralization, suggesting that CD8^+^ T cells help to induce NASH–HCC, rather than invigorating or executing immune surveillance. We found similar phenotypic and functional profiles in hepatic CD8^+^PD1^+^ T cells from humans with NAFLD or NASH. A meta-analysis of three randomized phase III clinical trials that tested inhibitors of PDL1 (programmed death-ligand 1) or PD1 in more than 1,600 patients with advanced HCC revealed that immune therapy did not improve survival in patients with non-viral HCC. In two additional cohorts, patients with NASH-driven HCC who received anti-PD1 or anti-PDL1 treatment showed reduced overall survival compared to patients with other aetiologies. Collectively, these data show that non-viral HCC, and particularly NASH–HCC, might be less responsive to immunotherapy, probably owing to NASH-related aberrant T cell activation causing tissue damage that leads to impaired immune surveillance. Our data provide a rationale for stratification of patients with HCC according to underlying aetiology in studies of immunotherapy as a primary or adjuvant treatment.

## Abstract (web summary)

In hepatocellular carcinoma driven by non-alcoholic steatohepatitis, aberrant T cell activation and impaired immune surveillance seem to make hepatocellular carcinoma less responsive to anti-PD1 or anti-PDL1 immunotherapy.

## Main

Potentially curative treatments for HCC, such as liver transplantation, tumour resection, or ablation, are limited to early-stage tumours^1,2^. Multikinase inhibitors and anti-VEGF-R2 antibodies have been approved for use in advanced HCC^1,2^. Immunotherapy, which is thought to activate T cells or reinvigorate immune surveillance against cancer, showed response rates of 15–30% in patients with HCC^5,8–11^. Nivolumab and pembrolizumab (PD1-directed antibodies) have been approved for treatment of HCC^3,4^, although phase III trials failed to reach their primary endpoints to increase survival^1,10,11^. A combination of atezolizumab (anti-PDL1) and bevacizumab (anti-VEGF) demonstrated increased overall and progression-free survival in a phase III trial, making it a first-line treatment for advanced HCC^5^. The efficacy of immunotherapy might be affected by different underlying HCC aetiologies, with diverse hepatic environments distinctly regulating HCC induction and immune responses^6^. Hence, we lack biomarkers that correlate with treatment response to allow patient stratification^12,13^. Non-alcoholic fatty liver disease (NAFLD) is an HCC-causing condition that affects more than 200 million people worldwide^14^. Approximately 10–20% of individuals with NAFLD progress over time from steatosis to NASH^14^. Innate and adaptive immune-cell activation^15–17^, in combination with increased metabolites and endoplasmic reticulum stress^16,18^, are believed to lead to a cycle of hepatic necro-inflammation and regeneration that potentially leads to HCC^19–21^. NASH has become an emerging risk factor for HCC^1,14,19^, which led us to investigate the effects of immunotherapy in NASH–HCC^22–24^.

## Hepatic CD8^+^PD1^+^ T cells increase in NASH

We fed mice with diets that cause progressive liver damage and NASH over 3–12 months (Extended Data Fig. 1a–c), accompanied by an increase in the frequency of activated CD8^+^ T cells expressing CD69, CD44 and PD1 (Extended Data Fig. 1d–g). Single-cell mapping of leukocytes showed altered immune-cell compositions in mice with NASH (Extended Data Fig. 1h, i) with strongly increased numbers of CD8^+^PD1^+^ cells (Fig. 1a, b, Extended Data Fig. 1j–m, o). Similarly, elevated CD8^+^ and PD1^+^ cells were found in a genetic mouse model of NASH^17^ (Extended Data Fig. 1n). Messenger RNA in situ hybridization and immunohistochemistry showed that increasing PDL1 expression in hepatocytes and non-parenchymal cells correlated with the severity of NASH (Extended Data Fig. 1p). Mass spectrometric characterization of CD8^+^PD1^+^ T cells from NASH-affected livers indicated enrichment in pathways involved in ongoing T cell activation and differentiation, TNF signalling, and natural killer (NK) cell-like cytotoxicity (Fig. 1c). Single-cell RNA sequencing (scRNA-seq) of cells expressing T cell receptor β-chains (TCRβ) from the livers of mice with NASH showed that CD8^+^ T cells had gene expression profiles related to cytotoxicity and effector-function (for example, *Gzmk* and *Gzmm)* and inflammation markers (for example, *Ccl3*) with elevated exhaustion traits (for example, *Pdcd1* and *Tox*) (Fig. 1d, e). RNA-velocity analyses demonstrated enhanced transcriptional activity and differentiation from *Sell*-expressing CD8^+^ to CD8^+^PD1^+^ T cells (Extended Data Fig. 1q), indicating local differentiation. Thus, mice with NASH have increased hepatic abundance of CD8^+^PD1^+^ T cells with features of exhaustion and effector functions.

**Fig. 1:**
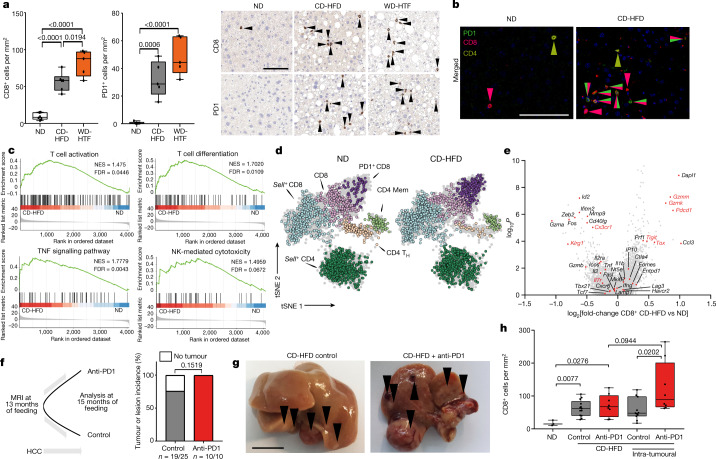
NASH progression is associated with increased, activated CD8^+^PD1^+^ T cells. **a**, CD8 and PD1 staining (right) and quantification (left) of T cells from mice fed normal diet (ND), CD-HFD or western-style diet with trans fat (WD-HTF) by immunohistochemistry. **b**, Immunofluorescence-based detection of PD1 (green), CD8 (red) and CD4 (yellow) cells. Scale bar, 100 μm. **c**, GSEA of hepatic CD8^+^PD1^+^ T cells sorted from TCRβ^+^ cells by mass spectrometry. FDR, false discovery rate; NES, normalized enrichment score. **d**–**f**, *t*-distributed stochastic neighbour embedding (tSNE) of TCRβ^+^ cells (**d**), differential gene expression by scRNA-seq (**e**) and scheme for experiment (**f**): mice were fed CD-HFD for 13 months and then treated with anti-PD1 for 8 weeks before measurement of tumour incidence. Mem, memory CD4 T cells. **g**, Livers from treated and untreated mice after CD-HFD. Arrowheads, tumours or lesions. Scale bar, 10 mm. **h**, Quantification of CD8^+^ cell in liver by immunohistochemistry. Details of sample sizes, biological replicates and statistical tests are given in Methods and Source Data. **a**, **h**, *P* values shown above brackets. Source data

The high numbers of T cells in NASH suggest that anti-PD1-targeted immunotherapy may serve as an efficient therapy for NASH–HCC. Thirty per cent of C57BL/6 mice fed a choline-deficient high-fat diet (CD-HFD) for 13 months developed liver tumours with a similar load of genetic alterations to human NAFLD–HCC or NASH–HCC (Extended Data Fig. 2a, b). NASH mice bearing HCC (identified using MRI) were allocated to anti-PD1 immunotherapy or control arms (Fig. 1f). None of the pre-existing liver tumours regressed in response to anti-PD1 therapy (Fig. 1g, h, Extended Data Fig. 2c). Rather, we observed increased fibrosis, unchanged liver damage, slightly increased incidence of liver cancer and unaltered tumour loads and sizes after anti-PD1 treatment (Extended Data Fig. 2 d–h). In anti-PD1-treated mice, liver tumour tissue contained increased numbers of CD8^+^/PD1^+^ T cells and high levels of cells expressing *Cxcr6* or *Tnf* mRNA (Extended Data Fig. 2i–n). We found no regression of NASH-induced liver tumours upon anti-PDL1 immunotherapy (Extended Data Fig. 3a–f). By contrast, other (non-NASH) mouse models of liver cancer (with or without concomitant damage) reacted to PD1 immunotherapy with tumour regression^25^, suggesting that lack of response to immunotherapy was associated specifically with NASH–HCC (Extended Data Fig. 3g–i). Thus, NASH precluded efficient anti-tumour surveillance in the context of HCC immunotherapy. Similarly, impaired immunotherapy has been described in mouse models with NASH and secondary liver cancer^25,26^.

## CD8^+^ T cells promote HCC in NASH

As CD8^+^PD1^+^ T cells failed to execute effective immune surveillance, but rather showed tissue-damaging potential, we reasoned that CD8^+^ T cells might be involved in promoting NASH–HCC. We depleted CD8^+^ T cells in a preventive setting in mice with NASH but without liver cancer (CD-HFD fed for 10 months). CD8^+^ T cell depletion significantly decreased liver damage and the incidence of HCC in these mice (Fig. 2i, Extended Data Fig. 4a–j, n). Similar results were obtained after co-depletion of CD8^+^ and NK1.1^+^ cells (Fig. 2i, Extended Data Fig. 4a–f, n). This suggests that as well as lacking immune surveillance functions, liver CD8^+^ T cells also promote HCC in mice with NASH. Next, we investigated the effect of anti-PD1 therapy on HCC development in mice with NASH. Anti-PD1 immunotherapy aggravated liver damage (Fig. 2g, Extended Data Fig. 7c) and increased hepatic CD8^+^PD1^+^ T cells, with only minor changes in liver CD4^+^PD1^+^ T cells or other immune-cell populations (Extended Data Fig. 4a–o). Anti-PD1 immunotherapy also caused a marked increase in liver-cancer incidence, independent of changes in liver fibrosis (Fig. 2i). Mice lacking PD1 (*Pdcd1*^−/−^) showed an increase in incidence of, and earlier onset of, liver cancer, along with increased liver damage and elevated numbers of activated hepatic CD8^+^ T cells with increased cytokine expression (IFNγ, TNF) (Extended Data Fig. 5a–g). In summary, CD8^+^PD1^+^ T cells triggered the transition to HCC in mice with NASH, probably owing to impaired tumour surveillance and enhanced T cell-mediated tissue damage^27^. Despite a strong increase in CD8^+^PD1^+^ T cells within tumours, therapeutic PD1- or PDL1-related immunotherapy failed to cause tumour regression in NASH–HCC.

**Fig. 2:**
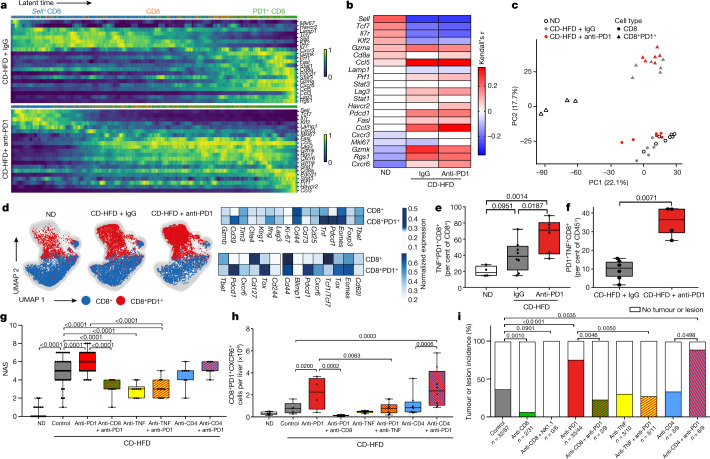
Resident-like CD8^+^PD1^+^ T cells drive hepatocarcinogenesis in a TNF-dependent manner upon anti-PD1 treatment in NASH. **a**, **b**, RNA-velocity analyses of scRNA-seq data showing expression (**a**) and correlation of expression (**b**) along the latent time of selected genes in CD8^+^ T cells from mice with NASH. Latent time (pseudo-time by RNA velocity): dark colour, start of RNA velocity; yellow, end point of latent time. Kendall’s *τ*, gene expression along latent time. **c**, Principal component analysis (PCA) plot of hepatic CD8^+^ and CD8^+^PD1^+^ T cells sorted by mass spectrometry from TCRβ^+^ cells from mice fed for 12 months with ND, CD-HFD or CD-HFD and treated for 8 weeks with anti-PD1 antibodies. **d**, **e**, UMAP representations showing FlowSOM-guided clustering (**d**, left), heat map showing median marker expression (**d**, right), and quantification of hepatic CD8^+^ T cells (**e**) from mice fed for 12 months with ND or CD-HFD and treated for 8 weeks with IgG or anti-PD1 antibodies. **f**, Quantification of CellCNN-analysed flow cytometry data for hepatic CD8^+^ T cells from mice fed for 12 months with CD-HFD and treated for 8 weeks with IgG or anti-PD1 antibodies. **g**, **h**, NAS evaluation (**g**) and quantification of hepatic CD8^+^PD1^+^CXCR6^+^ T cells (**h**) from mice fed with ND for 12 months or fed with CD-HFD for 12 months and treated for 8 weeks with anti-PD1, anti-PD1 + anti-CD8, anti-TNF, anti-PD1 + anti-TNF, anti-CD4, or anti-PD1 + anti-CD4 antibodies. Kendall’s *τ*, gene expression along latent time. **i**, Quantification of tumour incidence in mice as in **g**, **h**. Details of sample sizes, biological replicates and statistical tests are given in Methods and Source Data. **e**–**i**, *P* values shown above brackets. Source data

We used an immune-mediated cancer field (ICF) gene-expression signature associated with the development of human HCC^28^ to understand the tumour-driving mechanisms of anti-PD1 immunotherapy. Preventive anti-PD1 treatment was strongly associated with the pro-tumorigenic immunosuppressive ICF signature (for example, *Ifng*, *Tnf*, *Stat3*, *Tgfb1*), capturing the traits of T cell exhaustion, pro-carcinogenic signalling, and mediators of immune tolerance and inhibition. Depletion of CD8^+^ T cells led to significant downregulation of the high-infiltrate ICF signature and diminished TNF in non-parenchymal cells (Extended Data Fig. 5h, i). Gene set enrichment analysis (GSEA), mRNA in situ hybridization, and histology of tumours developed in NASH mice that were treated prophylactically with anti-PD1 corroborated these data, showing increased CD8^+^ T cell abundance and enrichment for genes involved in inflammation-related signalling, apoptosis, and TGFβ signalling (Extended Data Fig. 5j–l). Anti-PD1 treatment triggered the expression of p62 (Extended Data Fig. 5m), which has been shown to drive hepatocarcinogenesis^29^. 

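Genomic DNA extracted from fixed, paraffin-embedded liver tumours was hybridized to 2-colour arrays against a reference pool, which the sample labels name as liver tails, so that each probe gave the copy number of the tumour relative to the reference. The groups were 12 tumours from mice fed CD-HFD, the choline-deficient high-fat diet that causes NASH, for 12 months and given anti-PD1 for 8 weeks (150 μg per injection in the paper's methods), and 9 tumours from mice fed CD-HFD for 12 months without the antibody. Different lesions share the leading number of their sample name, and this number was read as the mouse, which gave 7 mice in each group, 3 of the anti-PD1-treated and 2 of the CD-HFD mice having several tumours. The sample labels count every tumour as a mouse of its own, and both readings were tested. The tumours lay on 3 slides, with 4 tumours of each group on slide 1, 4 of each on slide 2, and 4 anti-PD1 tumours and 1 CD-HFD tumour on slide 3. Tumour DNA was labelled with Cy3 and the reference with Cy5 on all 21 arrays, without a dye swap.
The authors deposited the output of the scanner software (Feature Extraction 11.0.1.1) for each array and a table of loess-normalized log2 ratios. Slide 1 carried an array design of 54635 probes and slides 2 and 3 one of 54677 probes, of which 12733 were common to both, with positions in the mm9 build. From the processed signals, which the software had background-subtracted and dye-normalized, the log2 ratio of tumour over reference was taken and centred on the median of each array. A ratio of 0 is therefore the middle of that array and not a known number of copies. Between 88 and 228 spots per array with outlier flags were left out of the 59052 spots that are not controls. The median background-subtracted tumour signal was 27.0 to 221 (median 95.2) in the anti-PD1 group and 38.9 to 539 (median 92.3) in the CD-HFD group, in the scanner's intensity units. In the tumour channel 65.0 to 99.2% of spots (median 96.0%) were well above background with anti-PD1 and 82.1 to 100.0% (median 98.1%) on CD-HFD. The noise of an array, from the differences between neighbouring probes, was 0.41 to 0.59 (median 0.50) on the log2 scale with anti-PD1 and 0.42 to 0.68 (median 0.51) on CD-HFD. At most 0.00367% of ratios were identical between any pair of arrays, and the highest correlation across probes between a pair was 0.874, so no array was counted as a copy of another. The number of arrays limits the precision of all values.
Group differences were tested with limma on single probes, on the mean of each 1-Mb window with at least 5 probes and on the mean of each chromosome, with the mouse as a random block. Each chromosome of each tumour was also divided into segments of at least 10 probes, and a segment with an absolute mean of at least 0.2 (log2) was called a gain or a loss. Gains, losses and altered shares were averaged per mouse and compared by exact permutation of the mice. The 1-Mb windows, the threshold of 0.2 and the treatment of tumours from one mouse were chosen before the data were examined, as were the tests.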

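Of 12730 probes on chromosomes 1 to 19 and X that every array carried, 0 differed between tumours of anti-PD1-treated and CD-HFD mice at an adjusted p under 0.05 in limma (two-sided, Benjamini-Hochberg adjustment). At an unadjusted p under 0.05 there were 995 probes, 7.82% where chance gives 5%, and the smallest adjusted p was 0.419. This share was 6.76% with every tumour independent and 6.04% on the mean of each mouse. The correlation within mice that limma estimated was −0.070 for probes, 0.0060 for windows and −0.0092 for chromosomes. The block therefore hardly discounted tumours of one mouse. Of 2223 windows of 1 Mb, 0 passed in limma and 20 had an unadjusted p under 0.05, with a smallest adjusted p of 0.999. Of the 20 chromosomes, 0 passed in limma and 0 had an unadjusted p under 0.05, with a smallest adjusted p of 0.877. With the slide as a block, limma called 0 probes, 0 windows and 0 chromosomes, and 776 probes, 37 windows and 0 chromosomes had an unadjusted p under 0.05. The alternative that moved the count of windows most was limma's weighting of noisy arrays, with 310 windows at an unadjusted p under 0.05 and 0 passing. Its smallest adjusted p was 0.213, within a range of 0.213 to 1.00 over the 25 alternatives for the windows.
Over the 20 chromosomes the fitted difference between anti-PD1 and CD-HFD tumours ran from −0.054 to 0.056 on the log2 scale, and 9 chromosomes were higher with anti-PD1 by the fitted difference and 7 by the mouse means. The largest was on chromosome 8, with a mean log2 ratio of 0.015 ± 0.070 (SD, n = 7 mice) with anti-PD1 and −0.028 ± 0.053 (SD, n = 7) on CD-HFD. Its fitted difference was 0.056 (standard error 0.042, adjusted p = 0.877 in limma) and 5 of 7 anti-PD1-treated mice lay above the CD-HFD mean; with each mouse left out in turn it was 0.028 to 0.073. Chromosome 1 had 0.10 ± 0.050 with anti-PD1 and 0.16 ± 0.15 on CD-HFD, a fitted difference of −0.054 (standard error 0.051, adjusted p = 0.877 in limma) with 5 of 7 treated mice below the CD-HFD mean (−0.078 to −0.018 with each mouse left out). Chromosome 13 had 0.056 ± 0.066 with anti-PD1 and 0.014 ± 0.088 on CD-HFD, a fitted difference of 0.053 (standard error 0.046, adjusted p = 0.877 in limma) with 6 of 7 treated mice above the CD-HFD mean (0.014 without the mouse that lowered it most and 0.097 without mouse 608). With all mice kept, each of these 3 differences was below the larger SD of the groups it compares. With the slide as a block they were 0.059, −0.042 and 0.041. Without mouse 608 the difference on chromosome 13, at 0.097, was above the CD-HFD SD of 0.088. It was then the 1 chromosome with an unadjusted p under 0.05 (p = 0.028, adjusted p = 0.499 in limma). The window with the smallest p lay on chromosome 17 from 6000001 to 7000000 (mm9), where the probes name Ezr, Gtf2h5, Serac1, Synj2, Sytl3, Tmem181a and Tulp4. Its mean log2 ratio was 0.12 ± 0.083 with anti-PD1 and 0.30 ± 0.13 on CD-HFD, a fitted difference of −0.19 (standard error 0.054, adjusted p = 0.999 in limma), with 7 of 7 treated mice below the CD-HFD mean. It was −0.17 with the slide as a block, −0.10 after a correction for GC content and −0.25 with only probes common to both designs. Another window, on chromosome 6 from 60000001 to 61000000, had the smallest p with the slide as a block. Its fitted difference was then −0.88 (smallest adjusted p = 0.996 in limma). Without mouse 2094 it also had the smallest p, at −1.38 (smallest adjusted p = 0.604 in limma).

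**Figure D1:**
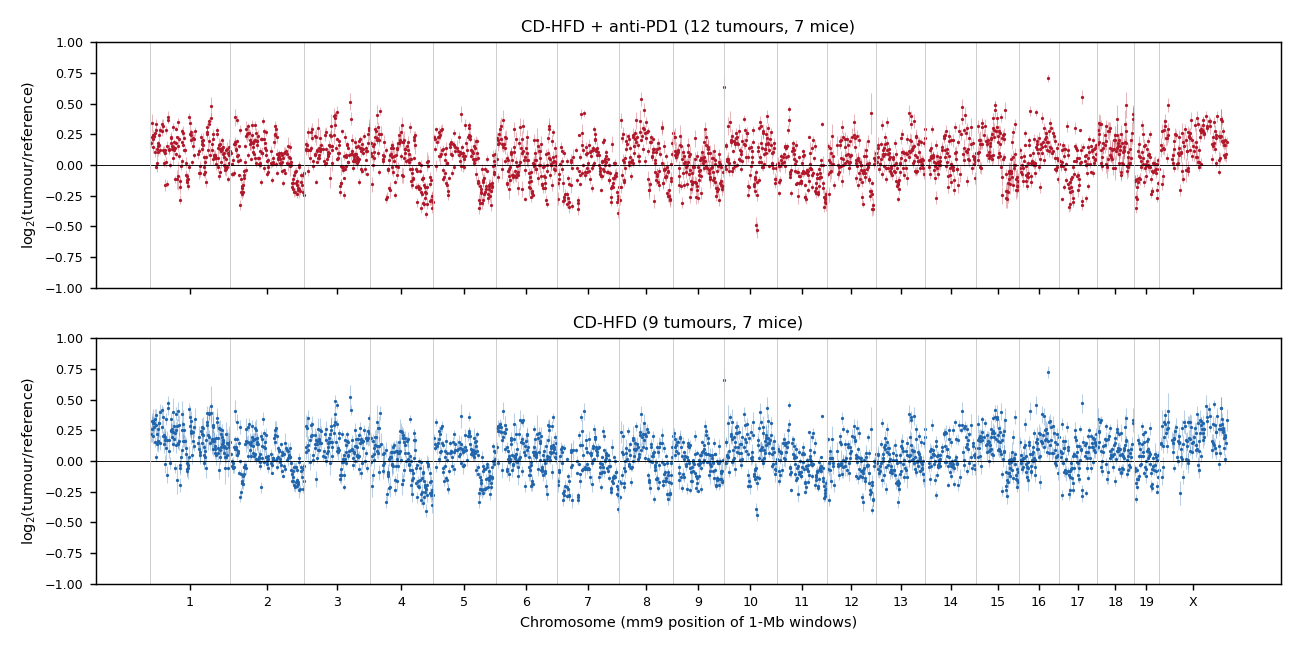
Mean log2 ratio of tumour over reference (vertical axis) in each of 2223 windows of 1 Mb along chromosomes 1 to 19 and X in mm9 (horizontal axis), for tumours of anti-PD1-treated mice (red, top) and of mice fed CD-HFD only (blue, bottom). Points are means of 7 mice per group and vertical lines their standard errors. 1 window lies beyond the axis, and the other points lie within 1 of 0 in both panels. That window, on chromosome 6 from 60000001 to 61000000, had a mean of 1.62 with anti-PD1 and 2.38 on CD-HFD. A segment of 10 probes there was called in some anti-PD1 tumours and not in others.

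Around the genes listed in advance for which the files name probes, the log2 ratio of all probes within 500 kb was compared by exact permutation of the mice. The difference between anti-PD1 and CD-HFD mice ran from −0.050 at Met to 0.023 at Cdkn2a, and the smallest p adjusted over the list alone was 0.987. Met lies on chromosome 6 (named probes from 17420090 to 17523648, mm9) and had 0.17 ± 0.12 with anti-PD1 and 0.22 ± 0.12 on CD-HFD (two-sided exact permutation test, p = 0.442, n = 7 and 7 mice). Sqstm1, which encodes p62, lies on chromosome 11 (named probes from 50017882 to 50021363) and had −0.10 ± 0.071 with anti-PD1 and −0.095 ± 0.10 on CD-HFD, a difference of −0.0053 (two-sided exact permutation test, p = 0.906, n = 7 and 7 mice). The other genes given here were Myc, Yap1, Ccnd1, Cdkn2a and Trp53. The sign of the difference changed with the processing around Yap1, Ccnd1, Cdkn2a, Trp53 and Sqstm1, at Sqstm1 to 0.028 in the authors' loess-normalized ratios.
In the frequency of gains and losses, 0 of 2223 windows differed between the groups by exact permutation of the mice with Benjamini-Hochberg adjustment, 0 had an unadjusted p under 0.05, and the smallest unadjusted p was 0.0699, where the smallest that 7 mice against 7 allow is 0.000583. Fisher's exact test on the tumours, each taken as independent, also gave 0 after adjustment and 2 windows at an unadjusted p under 0.05. A gain or loss covered 17.9 ± 12.1% (SD, n = 7 mice) of the autosomal genome with anti-PD1 and 17.1 ± 15.6% (SD, n = 7) on CD-HFD, a difference of 0.780 percentage points (two-sided exact permutation test, p = 0.907). Gains covered 9.75 ± 7.57% with anti-PD1 and 10.1 ± 10.0% on CD-HFD (difference −0.371, exact p = 0.928), and losses 8.13 ± 4.83% and 6.98 ± 7.01% (difference 1.15, exact p = 0.719). The number of altered segments per tumour was 30.2 ± 22.2 with anti-PD1 and 23.6 ± 23.3 on CD-HFD (difference 6.67, exact p = 0.594), and with each mouse left out in turn this difference ran from 1.54 without mouse 1109 to 14.6 without mouse 822 (exact p = 0.174). All 4 differences were smaller than the SD within either group. Within slide 1 the altered share differed by 11.0 percentage points (exact p = 0.500, n = 3 and 3 mice) and within slide 2 by 0.653 (exact p = 0.80, n = 3 and 3), where the smallest p such a comparison allows is 0.100. On slide 3 the share was 17.6% in 4 anti-PD1-treated mice and 36.2% in 1 CD-HFD mouse, a difference of −18.7 percentage points, which was not tested. Single tumours ranged from 0.254 to 52.7% altered with anti-PD1 and from 0.0227 to 46.1% on CD-HFD. The threshold moved the difference in the altered share most, to 5.98 percentage points at an absolute segment mean of 0.1 (exact p = 0.586). The sign of the difference depended on the processing. After a correction for GC content the shares were 5.24 ± 7.55% with anti-PD1 and 6.33 ± 8.67% on CD-HFD (exact p = 0.788). The number of altered segments after this correction was 1.95 ± 1.42 with anti-PD1 and 3.43 ± 2.01 on CD-HFD (difference −1.48, exact p = 0.150). Without the correction, overlapping segments of 10 probes on chromosomes 6 and 19 were called in every CD-HFD tumour on slide 1. They were called in no anti-PD1 tumour on that slide. Whether such short recurrent segments were acquired in the tumours was not tested. With so few segments left, they may weigh heavily in this count, so no conclusion on acquired changes is drawn from it.

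**Figure D2:**
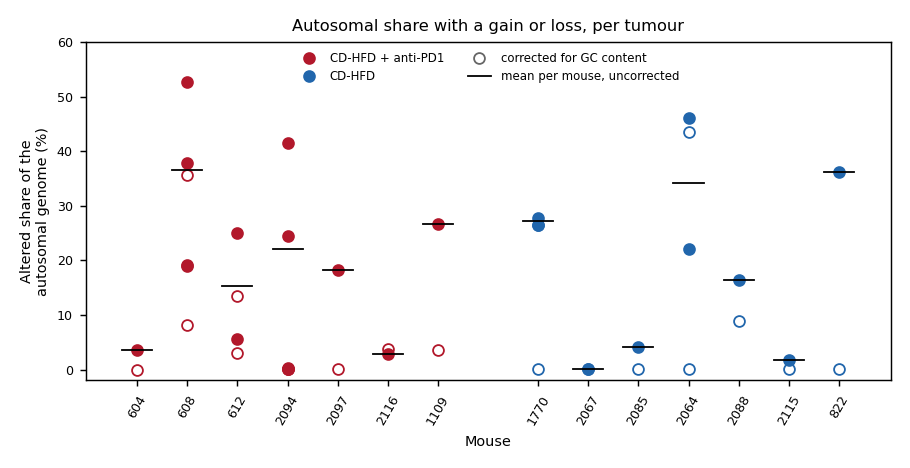
Share of the autosomal genome with a gain or loss (vertical axis, percent) in each tumour, by mouse (horizontal axis), for anti-PD1-treated mice (red) and mice fed CD-HFD only (blue). Filled circles are uncorrected values, open circles values after correction for GC content and black lines the uncorrected mean of each mouse; the groups overlap, with 0.254 to 52.7% per tumour with anti-PD1 and 0.0227 to 46.1% on CD-HFD, and over all tumours the mean was 20.9% before and 7.92% after the correction.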

Array comparative genomic hybridization identified no significant differences in chromosomal deletions or amplifications between tumours from anti-PD1-treated mice or control mice (Extended Data Fig. 5n). In summary, hepatic CD8^+^PD1^+^ T cells did not cause tumour regression during NASH, but rather were linked to HCC development, which was enhanced by anti-PD1 immunotherapy.

We next analysed the hepatic T cell compartment for correlations with inflammation and hepatocarcinogenesis. Comparison of CD8^+^PD1^+^ T cells with CD8^+^ T cells by scRNA-seq showed that the former showed higher expression of genes associated with effector function (for example, increased *Gzma*, *Gzmb*, *Gzmk*, *Prf1*; reduced *Sell*, *Klf2*), exhaustion (for example, increased *Pdcd1*, *Tox*; reduced *Il7r*, *Tcf7*) and tissue residency (for example, increased *Cxcr6*, low levels of Ki-67) (Extended Data Fig. 6a–c). Notably, there was no difference in the transcriptome profiles of CD8^+^PD1^+^ T cells in NASH mice after anti-PD1 immunotherapy (Extended Data Fig. 6c), indicating that the number of T cells rather than their functional properties were changed. RNA-velocity blot analyses corroborated these data (Fig. 2a, Extended Data Fig. 6d–f). Similar patterns of markers (for example, *IL7r*, *Sell*, *Tcf7*, *Ccl5*, *Pdcd1*, *Cxcr6*, and *Rgs1*) correlated with latent time and overall transcriptional activity in NASH mice that received either treatment (Fig. 2a, b, Extended Data Fig. 6e, f). Mass spectrometry-based analyses of CD8^+^ or CD8^+^PD1^+^ T cells isolated from NASH mouse livers confirmed these findings (Fig. 2c, Extended Data Fig. 6g).

We characterized the transcriptome profiles of PD1^+^CD8^+^ T cells by uniform manifold approximation and projection (UMAP) analysis of high-parametric flow-cytometry data, dissecting the CD8^+^PD1^+^ and CD8^+^PD1^−^ subsets (Fig. 2d). This revealed that CD8^+^PD1^+^ cells expressed high levels of effector (for example, *Gzmb*, *Ifng*, *Tnf*) and exhaustion markers (for example, *Eomes*, *Pdcd1*, Ki-67^low^). In particular, CD8^+^PD1^+^TNF^+^ cells were more abundant upon anti-PD1 treatment (Fig. 2e). Convolutional neural network analysis and manual gating validated this result (Fig. 2f, Extended Data Fig. 6j, k). CD8^+^PD1^+^ T cells were non-proliferative in anti-PD1-treated NASH mice; this result was supported by in vitro experiments, in which anti-PD1 treatment led to increased T cell numbers in the absence of proliferation (Extended Data Fig. 6l, m). Notably, CD8^+^PD1^+^ T cells from NASH mice showed reduced levels of FOXO1, which indicates an enhanced tissue-residency phenotype^30^, potentially combined with boosted effector function, as indicated by higher calcium levels in CD8^+^PD1^+^ T cells (Extended Data Fig. 6n, o). Single-cell RNA-seq analysis also showed that CD8^+^PD1^+^ T cells from NASH mice had a tissue residency signature (Extended Data Fig. 6b). Thus, upon anti-PD1 immunotherapy in NASH mice, CD8^+^PD1^+^ T cells accumulated to high numbers in the liver, revealing a resident-like T cell character with increased expression of CD44, CXCR6, EOMES and TOX and low levels of CD244 expression, but lacking expression of TCF1/TCF7, CD62L, TBET, and CD127 (Extended Data Fig. 6p–u). In summary, anti-PD1 immunotherapy increased the abundance of CD8^+^PD1^+^ T cells with a residency signature in the liver.

To investigate the mechanisms that drive the increased NASH–HCC transition in the preventive anti-PD1 treatment-setting, we treated NASH-affected mice with combinations of treatments. Both anti-CD8–anti-PD1 and anti-TNF–anti-PD1 antibody treatments ameliorated liver damage, liver pathology and liver inflammation (Fig. 2g, Extended Data Fig. 7), and decreased the incidence of liver cancer compared to anti-PD1 treatment alone (Fig. 2i). By contrast, anti-CD4–anti-PD1 treatment did not reduce the incidence of liver cancer, the NAFLD activity score (NAS), or the number of TNF-expressing hepatic CD8^+^ or CD8^+^PD1^+^CXCR6^+^ T cells (Fig. 2g–i, Extended Data Fig. 7). However, both the number of tumours per liver and tumour size were reduced, suggesting that depletion of CD4^+^ T cells or regulatory T cells might contribute to tumour control (Extended Data Fig. 8a, b). The incidence of tumours was directly correlated with anti-PD1 treatment, alanine aminotransferase (ALT), NAS, number of hepatic CD8^+^PD1^+^ T cells, and TNF expression (Extended Data Fig. 8c–e). These data suggested that CD8^+^PD1^+^ T cells lacked immune-surveillance and had tissue-damaging functions^27^, which were increased by anti-PD1 treatment, possibly contributing to the unfavourable effects of anti-PD1 treatment on HCC development in NASH.

## Augmented CD8^+^PD1^+^ T cells in human-NASH

We next investigated CD8^+^ T cells from healthy or NAFLD/NASH-affected livers. In two independent cohorts of patients with NASH, we found enrichment of hepatic CD8^+^PD1^+^ T cells with a residency phenotype (by flow cytometry and mass cytometry) (Fig. 3a, b, Extended Data Fig. 9a–j, Supplementary Tables 1,2). The number of hepatic CD8^+^PD1^+^ T cells directly correlated with body-mass index and liver damage (Extended Data Fig. 9b). To investigate similarities between mouse and human T cells from livers with NASH, we analysed liver CD8^+^PD1^+^ T cells from patients with NAFLD or NASH by scRNA-seq. This identified a gene expression signature that was also found in liver T cells from NASH mice (for example, *PDCD1*, *GZMB*, *TOX*, *CXCR6*, *RGS1*, *SELL*) (Fig. 3c, d, Extended Data Fig. 9k, l). Differentially expressed genes were directly correlated between patient- and mouse-derived hepatic CD8^+^PD1^+^ T cells (Fig. 3d). Velocity-blot analyses identified CD8^+^ T cells expressing *TCF7*, *SELL* and *IL7R* as root cells, and CD8^+^PD1^+^ T cells as their endpoints (Fig. 3e, f), indicating a local developmental trajectory of CD8^+^ T cells into CD8^+^PD1^+^ T cells. The amount of gene expression and velocity magnitude, which indicate transcriptional activity, were increased in CD8^+^PD1^+^ T cells from mice and humans with NASH (Fig. 3e). The expression of specific marker genes (for example, *IL7R*, *SELL*, *TCF7*, *CCL5*, *CCL3*, *PDCD1*, *CXCR6*, *RGS1* and *KLF2*) along the latent time in patients with NAFLD or NASH differed from that seen in control participants (Fig. 3g), and correlated with the expression patterns seen in CD8^+^ T cells from NASH mice (Fig. 3h). Thus, scRNA-seq analysis demonstrated a resident-like liver CD8^+^PD1^+^ T cell population in patients with NAFLD or NASH that shared gene expression patterns with hepatic CD8^+^PD1^+^ T cells from NASH mice.

**Fig. 3:**
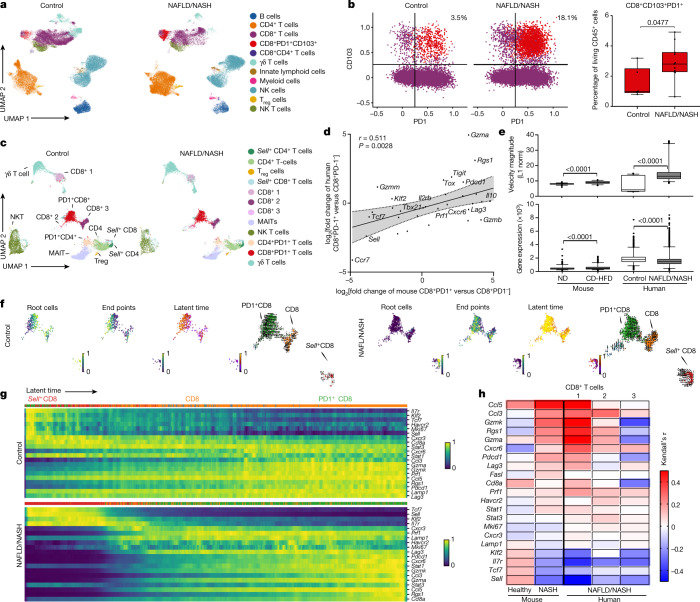
Hepatic resident-like CD8^+^PD1^+^ T cells are increased in livers of patients with NAFLD patients. **a**, **b**, UMAP representation showing the FlowSOM-guided clustering of CD45^+^ cells (**a**) and flow cytometry plots (**b**, left) and quantification (**b**, right) of CD8^+^PD1^+^CD103^+^ cells derived from hepatic biopsies of healthy individuals or patients with NAFLD or NASH (Supplementary Table 2). Populations in **b**: violet, CD8^+^; red, CD8^+^PD1^+^CD103^+^. T_reg_ cells, regulatory T cells. **c**, UMAP representations and analyses of differential gene expression by scRNA-seq of CD3^+^ cells from control individuals or patients with NAFLD or NASH. MAITs, mucosal-associated invariant T cells. **d**, Correlation of significant differentially expressed genes in liver-derived CD8^+^PD1^+^ T cells compared to CD8^+^PD1^−^ T cells from mice fed with CD-HFD for 12 months and patients with NAFLD/NASH. Shading shows 95% CI. **e**–**h**, Expression (**e**) and transcriptional activity (**f**) of velocity analyses of scRNA-seq data, and gene expression (**g**) and correlation (**h**) of expression along the latent-time of selected genes along the latent-time of liver-derived CD8^+^ T cells from patients with NAFLD or NASH in comparison to control or NASH mouse liver-derived CD8^+^ T cells. Root cells: yellow, root cells; blue, cells furthest from the root by RNA velocity. End points: yellow, end-point cells; blue, cells furthest from defined end-point cells by RNA velocity. Latent time (pseudo-time by RNA velocity): dark colour, start of RNA velocity; yellow, end point of latent time. RNA velocity flow (top): blue cluster, start point; orange cluster, intermediate; green cluster, end point. Arrow indicates cell trajectory. Details of sample sizes, biological replicates and statistical tests are given in Methods and Source Data. **b**, **e**, *P* values shown above brackets. Source data

Different stages of NASH severity are considered to herald the development of liver cancer^31^. Indeed, different fibrosis stages (F0–F4) in patients with NASH correlated directly with the expression of *PDCD1*, *CCL2*, *IP10* and *TNF*, and the degree of fibrosis correlated with the numbers of CD4^+^, PD1^+^, and CD8^+^ T cells (Extended Data Fig. 10a–d, Supplementary Table 3). Moreover, PD1^+^ cells were absent from healthy livers but present in the livers of patients with NASH or NASH–HCC, but the number of these cells did not differ with the underlying fibrosis level (Extended Data Fig. 10e, Supplementary Tables 4–6). Species-specific effects, such as the absence in mice of cirrhosis or burnt-out NASH (a condition found in some patients with NASH–HCC^32^), and their possible influence on immunotherapy may make it difficult to translate findings from preclinical models of NASH to human NASH. However, in tumour tissue from patients with NASH-induced HCC—treated with anti-PD1 therapy—we found increased numbers of intra-tumoral PD1^+^ cells compared to patients with HCC and viral hepatitis (Extended Data Fig. 10f). Thus, we found a shared gene-expression profile and increased abundance of unconventionally activated hepatic CD8^+^PD1^+^ T cells in human NASH tissue.

## Lack of immunotherapy response in human NASH–HCC

To explore the concept of disrupted immune surveillance in NASH after anti-PD1 or anti-PDL1 treatment, we conducted a meta-analysis of three large randomized controlled phase III trials of immunotherapies in patients with advanced HCC (CheckMate-459^11^, IMbrave150^5^ and KEYNOTE-240^10^). Although immunotherapy improved survival in the overall population (hazard ratio (HR) 0.77; 95% confidence interval (CI) 0.63–0.94), survival was superior to the control arm in patients with HBV-related HCC (*n* = 574; *P* = 0.0008) and HCV-related HCC (*n* = 345; *P* = 0.04), but not in patients with non-viral HCC (*n* = 737; *P* = 0.39) (Fig. 4a, Extended Data Fig. 10g, Supplementary Table 7). Patients with viral aetiology (HBV or HCV infection) of liver damage and HCC showed a benefit from checkpoint inhibition (HR 0.64; 95% CI 0.48–0.94), whereas patients with HCC of a non-viral aetiology did not (HR 0.92; 95% CI 0.77–1.11; *P* of interaction = 0.03 (Fig. 4a)). Subgroup analysis of first-line treatment compared to a control arm treated with sorafenib (*n* = 1,243) confirmed that immunotherapy was superior in patients with HBV-related (*n* = 473; *P* = 0.03) or HCV-related HCC (*n* = 281; *P* = 0.03), but not in patients with non-viral HCC (*n* = 489; *P* = 0.62; Extended Data Fig. 10h–j). We acknowledge that these results were derived from a meta-analysis of trials that included different lines of treatment and patients with heterogeneous liver damage, and did not differentiate between alcoholic liver disease and NAFLD or NASH. Nevertheless, the results of this meta-analysis supported the notion that stratification of patients according to the aetiology of their liver damage and ensuing HCC identified patients who responded well to therapy.

**Fig. 4:**
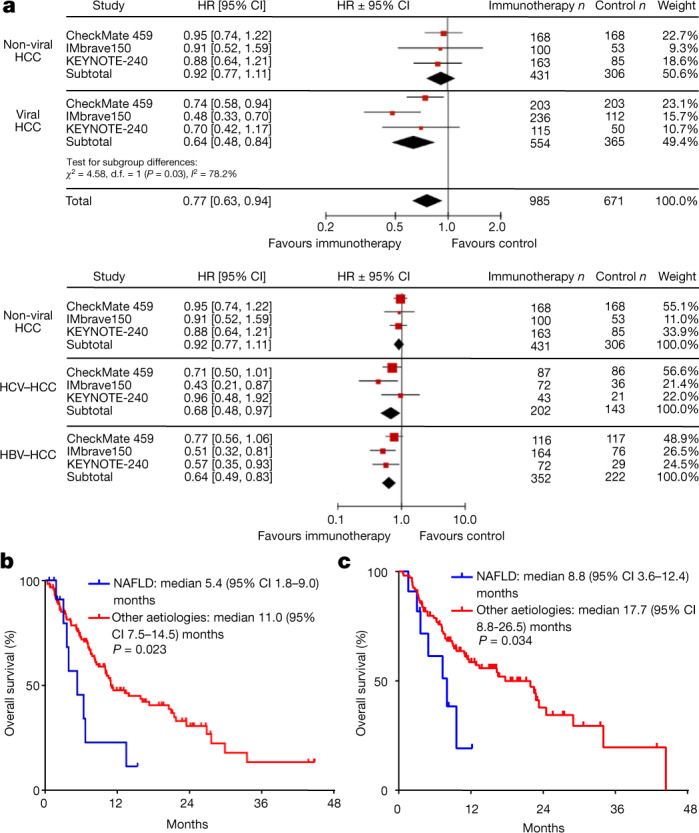
PD1 and PDL1 targeted immunotherapy in advanced HCC has a distinct effect depending on disease aetiology. **a**, Meta-analysis of 1,656 patients (Supplementary Table 7). Immunotherapy was initially assessed and then analysed according to disease aetiology: non-viral (NASH and alcohol intake) vs viral (HBV and HCV) (top). Heterogeneity: *τ*^2^ = 0.00; *χ*^2^ = 0.14, degrees of freedom (d.f.) = 2 (*P* = 0.93); *I*^2^ = 0%. Test for overall effect: *Z* = 0.87 (*P* = 0.39). Separate meta-analyses were subsequently performed for each of the three aetiologies: non-viral (NASH and alcohol intake), HCV and HBV (bottom). Heterogeneity: *τ*^2^ = 0.03; *χ*^2^ = 3.67, d.f. = 2 (*P* = 0.16); *I*^2^ = 46%. Test for overall effect: *Z* = 3.13 (*P* = 0.002). Diamonds represent estimated overall effect based on the meta-analysis random effect of all trials. Inverse variance and random effects methods were used to calculate HRs, 95% CIs, *P* values, and the test for overall effect; calculations were two-sided. **b**, NAFLD is associated with a worse outcome in patients with HCC treated with PD(L)1-targeted immunotherapy. A total of 130 patients with advanced HCC received PD(L)1-targeted immunotherapy (Supplementary Table 8). **c**, Validation cohort of patients with HCC treated with PD(L)1-targeted immunotherapy. A total of 118 patients with advanced HCC received PD(L)1-targeted immunotherapy (Supplementary Table 10). **b**, **c**, Log-rank test. Details of sample sizes, biological replicates and statistical tests are given in Methods and Source Data. Source data

To specifically characterize the effect of anti-PD(L)1 immunotherapy with respect to underlying liver disease, we investigated a cohort of 130 patients with HCC (patients with NAFLD *n* = 13; patients with other aetiologies *n* = 117) (Supplementary Table 8). NAFLD was associated with shortened median overall survival after immunotherapy (5.4 months (95% CI 1.8–9.0 months) versus 11.0 months (95% CI 7.5–14.5 months); *P* = 0.023), even though patients with NAFLD had less frequent macrovascular tumour invasion (23% versus 49%), and immunotherapy was more often used as a first-line therapy in these patients (46% versus 23%; Fig. 4b). After correction for potentially confounding factors that are relevant for prognosis, including severity of liver damage, macrovascular tumour invasion, extrahepatic metastases, performance status, and alpha-fetoprotein (AFP), NAFLD remained independently associated with shortened survival of patients with HCC after anti-PD1-treatment (HR 2.6; 95% CI 1.2–5.6; *P* = 0.017, Supplementary Table 9). This finding was validated in a further cohort of 118 patients with HCC who were treated with PD(L)1-targeted immunotherapy (patients with NAFLD *n* = 11; patients with other aetiologies *n* = 107) (Supplementary Table 10). NAFLD was again associated with reduced survival of patients with HCC (median overall survival 8.8 months, 95% CI 3.6–12.4 months) compared to other aetiologies of liver damage (median overall survival 17.7 months, 95% CI 8.8–26.5 months; *P* = 0.034) (Fig. 4c). Given the relatively small number of patients with NAFLD in both cohorts, these data need prospective validation. However, collectively these results indicate that patients with underlying NASH did not benefit from checkpoint-inhibition therapy.

Liver cancer develops primarily on the basis of chronic inflammation. The latter can be activated by immunotherapy to induce tumour regression in a subset of patients with liver cancer. However, the identification of patients who will respond to immunotherapy for HCC remains difficult. Our data identify a non-viral aetiology of liver damage and cancer (that is, NASH) as a predictor of unfavourable outcome in patients treated with immune-checkpoint inhibitors. The better response to immunotherapy in patients with virus-induced HCC than in patients with non-viral HCC might be due to the amount or quality of viral antigens or to a different liver micro-environment, possibly one that does not impair immune surveillance. These results might also have implications for patients with obesity and NALFD or NASH who have cancer at other organ sites (for example, melanoma, colon carcinoma, or breast cancer) and are at risk for liver damage and the development of liver cancer in response to systemically applied immunotherapy. Overall, our results provide comprehensive mechanistic insight and a rational basis for the stratification of patients with HCC according to their aetiology of liver damage and cancer for the design of future trials of personalized cancer therapy.

## Methods

### Mice, diets, and treatments

Standard mouse diet feeding (ad libitum water and food access) and treatment regimens were as described previously^17^. Male mice were housed at the German Cancer Research Center (DKFZ) (constant temperature of 20–24 °C and 45–65% humidity with a 12-h light–dark cycle). Mice were maintained under specific pathogen-free conditions and experiments were performed in accordance with German law and the governmental bodies, and with approval from the Regierungspräsidium Karlsruhe (G11/16, G129/16, G7/17). Tissues from inducible knock-in mice expressing the human unconventional prefoldin RPB5 interactor were received from N. Djouder^17,33^. The plasmids for hydrodynamic tail-vein delivery have been described previously^34–37^. For interventional studies, male mice fed a CD-HFD were treated with bi-weekly for 8 weeks by intravenous injection of 25 μg CD8-depleting antibody (Bioxcell, 2.43), 50 μg NK1.1-depleting antibody (Bioxcell, PK136), 300 μg anti-PDL1 (Bioxcell, 10F.9G2), 200 μg anti-TNF (Bioxcell, XT3.11), 100 μg anti-CD4 (Bioxcell, GK1.5), or 150 μg anti-PD1 (Bioxcell, RMP1-14). PD1^−/−^ mice were kindly provided by G. Tiegs and K. Neumann. Mice for Extended Data Fig. 3g were treated with anti-PD1 antibody (Bioxcell, RMP1-14) or isotype control (Bioxcell, 2A3) at an initial dose of 500 μg intraperitoneally (i.p.) followed by doses of 200 μg i.p. bi-weekly for 8 weeks. Mice for Extended Data Fig. 3h were treated i.p. with anti-PD1 (200 μg, Bioxcell, RMP1-14) or IgG (200 μg, Bioxcell, LTF-2). The treatment regimen for Extended Data Fig. 3i was as described elserwhere^38^.

Intraperitoneal glucose tolerance test and measurement of serum parameters were as described previously^17^.

### Magnetic resonance Imaging

MRI was done in the small animal imaging core facility in DKFZ using a Bruker BioSpec 9.4 Tesla (Ettlingen). Mice were anaesthetized with 3.5% sevoflurane, and imaged with T2-weighted imaging using a T2_TurboRARE sequence: TE = 22 ms, TR = 2,200 ms, field of view (FOV) 35 × 35 mm, slice thickness 1 mm, averages = 6, scan time 3 min 18 s, echo spacing 11 ms, rare factor 8, slices 20, image size 192 × 192 pixels, resolution 0.182 × 0.182 mm.

### Multiplex ELISA

Liver homogenates were prepared as for western blotting^17^ and cytokines or chemokines were analysed on a customized ELISA according to the manufacturer’s manual (Meso Scale Discovery, U-PLEX Biomarker group 1, K15069L-1).

### Flow cytometry and FACS

#### Isolation and staining of lymphocytes

After perfusion and mechanical dissection, livers were incubated for up to 35 min at 37 °C with collagen IV (60 U final concentration (f.c.)) and DNase I (25 μg/ml f.c.), filtered at 100 μm, and washed with RPMI1640 (11875093, Thermo Fisher). Next, samples underwent a two-step Percoll gradient (25%/50% Percoll/HBSS) and centrifugation for 15 min at 1,800*g* and 4 °C. Enriched leukocytes were then collected, washed, and counted. For re-stimulation, cells were incubated for 2 h at 37 °C under 5% CO_2_ with 1:500 Biolegend´s Cell Activation Cocktail (with brefeldin A) (423304) and 1:1,000 Monensin Solution (420701). Live/dead discrimination was done using DAPI or ZombieDyeNIR according to the manufacturer’s instructions with subsequent staining of titrated antibodies (Supplementary Tables 12–14). Samples for flow cytometric-activated cell sorting (FACS) were sorted and samples for flow cytometry were fixed using eBioscience IC fixation (00-8222-49) or FOXP3 Fix/Perm kit (00-5523-00) according to the manufacturer’s instructions. Intracellular staining was performed in eBioscience Perm buffer (00-8333-56). Cells were analysed using BD FACSFortessa or BD FACSSymphony and data were analysed using FlowJo (v10.6.2). For sorting, FACS Aria II and FACSAria FUSION were used in collaboration with the DKFZ FACS core facility.

For UMAP and FlowSOM plots, BD FACSymphony data (mouse and human) were exported from FlowJo (v10). Analyses were performed as described elsewhere^39^.

### Single-cell RNA-seq and metacell analysis (mouse)

Single-cell capturing for scRNA-seq and library preparation were done as described previously^40^. Libraries (pooled at equimolar concentration) were sequenced on an Illumina NextSeq 500 at a median sequencing depth of ~40,000 reads per cell. Sequences were mapped to the mouse genome (mm10), using HISAT (version 0.1.6); reads with multiple mapping positions were excluded. Reads were associated with genes if they were mapped to an exon, using the Ensembl gene annotation database (Ensembl release 90). Exons of different genes that shared a genomic position on the same strand were considered to represent a single gene with a concatenated gene symbol. The level of spurious unique molecular identifiers (UMIs) in the data was estimated by using statistics on empty MARS-seq wells and excluded rare cases with estimated noise >5% (median estimated noise overall for experiments was 2%). Specific mitochondrial genes, immunoglobulin genes, genes linked with poorly supported transcriptional models (annotated with the prefix “Rp-”), and cells with fewer than 400 UMIs were removed. Gene features were selected using Tvm = 0.3 and a minimum total UMI count >50. We carried out hierarchical clustering of the correlation matrix between those genes (filtering genes with low coverage and computing correlation using a down-sampled UMI matrix) and selected the gene clusters that contained anchor genes. We used *K* = 50, 750 bootstrap iterations, and otherwise standard parameters. Subsets of T cells were obtained by hierarchical clustering of the confusion matrix and supervised analysis of enriched genes in homogeneous groups of metacells^41^.

### Velocity and correlation analyses of scRNA-seq data

Velocyto (0.6) was used to estimate the spliced and unspliced counts from the pre-aligned bam files^42^. RNA velocity, latent time, root, and terminal states were calculated using the dynamical velocity model from scvelo (0.2.2)^43^. Kendall’s rank correlation coefficient (*τ*) was used to correlate the expression patterns of biologically significant genes with latent time.

### Preparation for mass spectrometry, data acquisition, and data analysis

After FACS purification, cells were resuspended in 50% (vol/vol) 2,2,2-trifluoroethanol in PBS pH 7.4 buffer and lysed by repeated sonication and freeze–thaw cycles. Proteins were denatured at 60 °C for 2 h, reduced using dithiothreitol at a final concentration of 5 mM (30 min at 60 °C), cooled to room temperature, alkylated using iodoacetamide at 25 mM (30 min at room temperature in the dark), and diluted 1:5 using 100 mM ammonium bicarbonate, pH 8.0. Proteins were digested overnight by trypsin (1:100 ratio, 37 °C), desalted using C18-based stage-tips, dried under vacuum, resuspended in 20 μl HPLC-grade water with 0.1% formic acid, and measured using A380.

We used 0.5 μg of peptides for proteomic analysis on a C18 column using a nano liquid chromatography system (EASY-nLC 1200, Thermo Fisher Scientific). Peptides were eluted using a gradient of 5–30% buffer B (80% acetonitrile and 0.1% formic acid) at a flow rate of 300 nl/min at a column temperature of 55 °C. Data were acquired by data-dependent Top15 acquisition using a high-resolution orbitrap tandem mass spectrometer (QExactive HFX, Thermo Scientific). All MS1 scans were acquired at 60,000 resolution with AGC target of 3 × 10^6^, and MS2 scans were acquired at 15,000 resolution with AGC target of 1 × 10^5^ and maximum injection time of 28 ms. Analyses were performed using MaxQuant (1.6.7.0), mouse UniProt Isoform fasta (Version: 2019-02-21, number of sequences 25,233) as a source for protein sequences. One per cent FDR was used for controlling at the peptide and protein levels, with a minimum of two peptides needed for consideration of analysis. GSEA was performed using ClusterProfiler (3.18)^44^ and gene sets obtained from WikiPathway (https://www.wikipathways.org/) and MSigDB (https://broadinstitute.org/msigdb)^45–47^.

### Histology, immunohistochemistry, scanning, and automated analysis

Histology, immunohistochemistry, scanning, and automated analysis have been described previously^17^. Antibodies used in this manuscript are described in Supplementary Table 12. For immunofluorescence staining, established antibodies were used, coupled with the AKOYA Biosciences Opal fluorophore kit (Opal 520 FP1487001KT, Opal 540 FP1494001KT, Opal 620 FP1495001KT). For mRNA in situ hybridization, freshly non-baked 5 μm formalin-fixed paraffin-embedded sections were cut and stained according to the manufacturer’s (ACD biotech) protocol for manual assay RNAscope, using probes PDL1 (420501), TNF (311081) and CXCR6 (871991).

### Isolation of RNA and library preparation for bulk RNA sequencing

RNA isolation^17^ and library preparation for bulk 3′-sequencing of poly(A)-RNA was as described previously^48^. Gencode gene annotations version M18 and the mouse reference genome major release GRCm38 were derived from https://www.gencodegenes.org/. Dropseq tools v1.12^49^ were used for mapping the raw sequencing data to the reference genome. The resulting UMI-filtered count matrix was imported into R v3.4.4. Before differential expression analysis with Limma v3.40.6^50^ sample-specific weights were estimated and used as coefficients alongside the experimental groups as a covariate during model fitting with Voom. *t*-test was used for determining differentially (*P* < 0.05) regulated genes between all possible experimental groups. GSEA was conducted with the pre-ranked GSEA method^46^ within the MSigDB Reactome, KEGG, and Hallmark databases (https://broadinstitute.org/msigdb). Raw sequencing data are available at European Nucleotide Archive (https://www.ebi.ac.uk/ena/browser/home) under the accession number PRJEB36747.

### Stimulation of CD8 T cells

Stimulation of CD8 T cells was as described elsewhere^27^.

### Flow cytometry of human biopsies

Analysis of patient material (Supplementary Table 1) was performed on liver tissue (needle biopsies or resected tissue, BIOFACS Study KEK 2019-00114), which were obtained from the patient collection nAC-2019-3627 (CRB03) from the biological resource centre of CHU Grenoble-Alpes (nBRIF BB-0033-00069). Tissue samples were minced using scalpels, incubated (with 1 mg/ml collagenase IV (Sigma Aldrich), 0.25 μg/ml DNase (Sigma Aldrich), 10% FCS (Thermo Fisher Scientific), RPMI 1640 (Seraglob)) for 30 min at 37 °C, stopping enzymatic reactions with 2 mM EDTA (StemCell Technologies, Inc.) in PBS. After filtering through a 100-μm cell strainer, cells were resuspended in FACS buffer (PBS, EDTA 2 mM, FCS 0.5%) with Human TruStain FcX (Fc Receptor Blocking Solution) (Biolegend), incubated for 15 min at 4 °C and stained with antibodies (Supplementary Table 13).

Flow cytometry of human samples (Extended Data Fig. 9f) was approved by the local ethical committee (AC-2014-2094 n 03).

### High-throughput RNA-seq of human samples

As previously reported, RNA-seq analysis was performed using the data from 206 snap-frozen biopsy samples from 206 patients diagnosed with NAFLD in France, Germany, Italy, and the UK and enrolled in the European NAFLD Registry (GEO accession GSE135251)^51,52^. Samples were scored for NAS by two pathologists^53^. Alternate diagnoses were excluded, including excessive alcohol intake (30 g per day for males, 20 g for females), viral hepatitis, autoimmune liver diseases, and steatogenic medication use. Patient samples were grouped: NAFL (*n* = 51) and NASH with fibrosis stages of F0/1 (*n* = 34), F2 (*n* = 53), F3 (*n* = 54) and F4 (*n* = 14). Collection and use of data of the European NAFLD Registry were approved by the relevant local and/or national Ethical Review Committee^51^. A correction for sex, batch, and centre effects was implemented. Pathway enrichment and visualization were as described elsewhere^52,54,55^.

### Immunohistochemistry of NAFLD/NASH cohort

Sixty-five human FFPE biopsies from patients with NAFLD were included (Supplementary Table 3). Sequential slides were immunostained with antibodies against human CD8 (Roche, SP57, ready-to-use), PD1 (Roche; NAT105, ready-to-use), and CD4 (Abcam, ab133616, 1:500). All staining was performed on the VENTANA BenchMark autostainer at 37 °C. Immunopositive cells were quantified at 400× magnification in the portal tract and the adherent parenchyma.

### Isolation of cells for scRNA-seq data analysis (human)

Analyses used liver samples from patients undergoing bariatric surgery at the Department of Surgery at Heidelberg University Hospital (S-629/2013). Samples were preserved by FFPE for pathological evaluation and single cells were generated by mincing, using the Miltenyi tumour dissociation kit (130-095-929) per the manufacturer’s instructions, filtering through a 70-μm cell strainer and washing. ACK lysis using the respective buffer (Thermo Fischer Scientific A1049201) was performed, and samples were stored in FBS with 20% DMSO until further processing (scRNA-seq analysis and mass cytometry).

Cells were thawed in a 37 °C water bath, washed with PBS + 0.05 mM EDTA (10 min, 300*g* at 4 °C), Fc receptor-block (10 min at 4 °C), stained with CD45-PE (3 μl, Hl30, 12-0459-42) and Live/Dead discrimination (1:1,000, Thermofischer, L34973), washed and sorted on a FACSAria FUSION in collaboration with the DKFZ FACS. Library generation was performed according to the manufacturer’s protocol (Chromium Next EM Single Cell 3′GEM, 10000128), and sequencing was performed on an Illumina NovaSeq 6000. De-multiplexing and barcode processing were performed using the Cell Ranger Software Suite (Version 4.0.0) and reads were aligned to human GRCh38^56^. A gene–barcode matrix containing cell barcodes and gene expression counts was generated by counting the single-cell 3′ UMIs, which were imported into R (v4.0.2), where quality control and normalization were executed using Seurat v3^57^. Cells with more than 10% mitochondrial genes, fewer than 200 genes per cell, or more than 6,000 genes per cell were excluded. Matrices from 10 samples were integrated with Seurat v3 to remove batch effects across samples. PCA analysis of filtered gene–barcode matrices of all CD3^+^ cells, visualized by UMAP (top 50 principal components), and identification of major cell types using the highly variable features and indicative markers were performed. Pairwise comparisons of CD4^+^ T cells versus CD4^+^PD1^+^ T cells and CD8^+^ T cells versus CD8^+^PD1^+^ T cells were performed using the results of differential expression analysis by DESeq2 (v1.28.1)^58^, setting CD4^+^/CD8^+^ T cells as controls. Volcano plots were then generated using EnhancedVolcano (v1.6.0)^59^ to visualize the results of differential expression analysis.

### Mass cytometry data analysis (human)

Antibody conjugates for mass cytometry were purchased from Fluidigm, generated in-house using antibody labelling kits (Fluidigm X8, MCP9), or as described before^60,61^. Antibody cocktails for mass cytometry were cryopreserved as described before^62^. Isolation of cells is described in ‘Isolation of cells for scRNA-seq data analysis (human)’. Cells were thawed, transferred into RPMI + benzonase (14 ml RPMI + 0.5 μl benzonase), and centrifuged for 5 min at 500*g*. The cell pellet was resuspended in 1 ml CSM-B (CSM (PBS 0.5% BSA 0.02% sodium azide) +1 μl benzonase), filtered through a 30-μm cell strainer, adjusted to 3 ml, counted, resuspended in 35 μl CSM-B and incubated for 45 min at 4 °C, and 100 μl CSM-B was added. Cells were pooled and stained with a surface antibody cocktail (Supplementary Table 15) for 30 min at 4 °C. Dead cell discrimination was performed with mDOTA-103Rh (5 min, room temperature). For intracellular staining, the FOXP3 intracellular staining kit from Miltenyi Biotec was used per the manufacturer’s instructions, followed by staining for intracellular targets for 30 min at room temperature. Cells were washed, resuspended in 1 ml of iridium intercalator solution, and incubated for 25 min at room temperature. Cells were washed with CSM, PBS, and MilliQ water, adjusted to a final concentration of 7.5 × 10^5^ cells/ml and supplemented with 4-element EQ beads. The sample was acquired on a Helios mass cytometer and raw data were EQ-Bead-normalized using Helios mass cytometer and Helios instrument software (version 6.7). Compensation was performed in CATALYST (v1.86)^63^ and FlowCore (1.50.0). De-barcoding and gating of single, live CD45^+^ cells were performed using FlowJo (v10.6.2). Then, data from CD45^+^ cells were imported into Cytosplore 2.3.1 and transformed using the arcsinh(5) function. Major immune cell lineages were identified at the first level of a two-level hierarchical stochastic neighbour embedding (HSNE) analysis with default perplexity and iteration settings. HSNE with the same parameters was run on CD3^+^ cells to identify T cell phenotypes. Gaussian mean shift clustering was performed in Cytosplore and a heat map of arcsinh(5)-transformed expression values of all antibody targets was generated. Cell type identification was based on the transformed expression values and clusters showing high similarity were merged manually.

### Histological and immunohistochemical analysis of NASH–HCC cohort

Four healthy samples, 16 samples from patients with NASH cases, and non-tumoral tissue adjacent to HCC tumours from patients of the following aetiologies were selected: NASH (*n* = 26), viral hepatitis (*n* = 19 HCV, *n* = 3 HBV), alcohol (*n* = 5), and other (*n* = 2). All samples were obtained from International Genomic HCC Consortium with IRB approval. After heat-induced antigen retrieval (10 mM sodium citrate buffer (pH 6.0) or Universal HIER antigen retrieval reagent (ab208572) for 15 min (3 × 5 min), the reaction was quenched using 3% hydrogen peroxide. Samples were washed with PBS and incubated with anti-CD8 (Cell Signaling, Danvers, MA) or anti-PD1 (NAT105, ab52587). DAB (3,3′-diaminobenzidine) was used as a detection system (EnVision+ System-HRP, Dako). PD1-positive cases were defined by considering median positivity by immunohistochemistry^64^ and using a cutoff of ≥1% of PD1-positive lymphocytes among all lymphocytes present on each slide. Analysis of human samples from the Department of Pathology and Molecular Pathology, University Hospital Zurich (Extended Data Fig. 10), was approved by the local ethics committee (Kantonale Ethikkommission Zürich, KEK-ZH-Nr. 2013-0382 and BASEC-Nr. PB_2018-00252).

### Search strategy, selection criteria, and meta-analysis of phase III clinical trials

The literature search was done through MEDLINE on PubMed, Cochrane Library, Web of Science, and clinicaltrials.gov, using the following searches: ‘checkpoint inhibitors’, ‘HCC’, ‘phase III’, between January 2010 and January 2020, and complemented by manual searches of conference abstracts and presentations. Single-centre, non-controlled trials, studies with insufficient data to extract HRs or 95% confidence intervals, and trials including disease entities other than HCC were excluded. As conference abstracts were not excluded, quality assessment of the included studies was not performed. Three studies^5,10,11^ fulfilled the criteria and were included in the quantitative synthesis (Extended Data Fig. 10). The primary outcome of the meta-analysis was overall survival, defined as the time from randomization to death. HRs and CIs related to overall survival were extracted from the papers or conference presentations^5,10,11^. Pooled HRs were calculated using the random-effects model and we used the DerSimonian–Laird method to estimate *τ*^2^, and the generic inverse variance was used for calculating weights ^65^. To evaluate heterogeneity among studies, Cochran’s *Q* test and *I*^2^ index were used. *P* < 0.10 in the *Q*-test was considered to indicate substantial heterogeneity. *I*^2^ was interpreted as suggested in the literature: 0% to 40% might not represent significant heterogeneity; 30% to 60% may represent moderate heterogeneity; 50% to 90% may represent substantial heterogeneity; 75% to 100% represents considerable heterogeneity. All statistical pooled analyses were performed using RevMan 5.3 software.

### A cohort of patients with HCC treated with PD(L)1-targeted immunotherapy

The retrospective analysis was approved by local Ethics Committees. Data from this cohort were published previously^66^. Patients with liver cirrhosis and advanced-stage HCC treated with PD(L)1-targeted immune checkpoint blockers from 12 centres in Austria, Germany, Italy, and Switzerland were included. The *χ*^2^ test or Fisher’s exact test were used to compare nominal data. Overall survival was defined as the time from the start of checkpoint inhibitor treatment until death. Patients who were still alive were censored at the date of the last contact. Survival curves were calculated by the Kaplan–Meier method and compared by using the log-rank test. Multivariable analysis was performed by a Cox regression model. Statistical analyses were performed using IBM SPSS Statistics version 25 (SPSS Inc., Chicago, IL).

### A validation cohort of patients with HCC treated with PD1-targeted immune checkpoint blockers

A multi-institutional dataset that included 427 patients with HCC treated with immune checkpoint inhibitors between 2017 and 2019 in 11 tertiary-care referral centres specialized in the treatment of HCC was analysed. Clinical outcomes of this patient cohort have been reported elsewhere^67,68^. Inclusion criteria were: 1) diagnosis of HCC made by histopathology or imaging criteria according to American Association for the Study of Liver Disease and European Association for the Study of the Liver guidelines; 2) systemic therapy with immune checkpoint inhibitors for HCC that was not amenable to curative or loco-regional therapy following local multidisciplinary tumour board review; 3) measurable disease according to RECIST v1.1 criteria at commencement of treatment with immune checkpoint inhibitors. One hundred and eighteen patients with advanced-stage HCC were recruited with Child–Pugh A liver functional reserve, and documented radiologic or clinical diagnosis of cirrhosis. Ethical approval to conduct this study was granted by the Imperial College Tissue Bank (reference number R16008).

### Statistical analyses

No statistical methods were used to predetermine sample size. The experiments were not randomized and the investigators were not blinded to allocation during experiments and outcome assessment. Data were collected in Microsoft Excel. Mouse data are presented as the mean ± s.e.m. Pilot experiments and previously published results were used to estimate the sample size, such that appropriate statistical tests could yield significant results. Statistical analysis was performed using GraphPad Prism software version 7.03 (GraphPad Software). Exact *P* values lower than *P* < 0.1 are reported and specific tests are indicated in the legends.

### Sample sizes, biological replicates and statistical tests

Fig. 1a: PD1, *n* = 5 mice/group; CD8, ND *n* = 6 mice; CD-HFD *n* = 6 mice; WD-HTF *n* = 5 mice. Scale bar, 100 μm. Fig. 1b: *n* = 3 mice/group. Scale bar, 100 μm. Fig. 1c: ND *n* = 4 mice, CD-HFD *n* = 6 mice. Fig. 1d, e: *n* = 3 mice/group. Fig. 1f: tumour incidence: CD-HFD, *n* = 19 tumours/lesions in 25 mice; CD-HFD + anti-PD1, *n* = 10 tumours/lesions in 10 mice. Fig. 1h: ND, *n* = 3 mice; CD-HFD, *n* = 13 mice; CD-HFD + anti-PD1, *n* = 8 mice; intra-tumoral staining: CD-HFD, *n* = 11 mice; CD-HFD + anti-PD1, *n* = 8 mice. Data in Fig. 1a, h were analysed by two-tailed Student’s *t*-test. Data in Fig. 1f were analysed by two-sided Fisher’s exact test.

Fig. 2a, b: *n* = 3 mice/group. Fig. 2c: CD8^+^: ND, *n* = 6 mice; CD-HFD + IgG, *n* = 5 mice; CD-HFD + anti-PD1, *n* = 6 mice; CD8^+^PD1^+^: ND, *n* = 4 mice, CD-HFD + IgG, *n* = 6 mice; CD-HFD + anti-PD1, *n* = 6 mice. Fig. 2d, e: ND, *n* = 4 mice; CD-HFD + IgG, *n* = 8 mice; CD-HFD + anti-PD1, *n* = 6 mice. Fig. 2f: CD-HFD + IgG, *n* = 6 mice; CD-HFD + anti-PD1, *n* = 4 mice. Fig. 2g: ND, *n* = 30 mice; CD-HFD, *n* = 47 mice; CD-HFD + anti-PD1, *n* = 35 mice; CD-HFD + anti-PD1/anti-CD8, *n* = 9 mice; CD-HFD + anti-TNF, *n* = 10 mice; CD-HFD + anti-PD1/anti-TNF, *n* = 11 mice; CD-HFD + anti-CD4, *n* = 8 mice; CD-HFD + anti-PD1/anti-CD4, *n* = 8 mice. Fig. 2h: CD8^+^PD1^+^CXCR6^+^: ND, *n* = 30 mice; CD-HFD, *n* = 47 mice; CD-HFD + anti-PD1, *n* = 35 mice; CD-HFD + anti-PD1/anti-CD8, *n* = 9 mice; CD-HFD + anti-TNF, *n* = 10 mice; CD-HFD + anti-PD1/anti-TNF, *n* = 11 mice; CD-HFD + anti-CD4, *n* = 8 mice; CD-HFD + anti-PD1/anti-CD4, *n* = 8 mice. Fig. 2j: tumour incidence: CD-HFD, *n* = 32 tumours/lesions in 87 mice; CD-HFD + anti-CD8, *n* = 2 tumours/lesions in 31 mice; CD-HFD + anti-CD8/NK1.1, *n* = 0 tumours/lesions in 6 mice; CD-HFD + anti-PD1, *n* = 33 tumours/lesions in 44 mice; CD-HFD + anti-PD1/anti-CD8, *n* = 2 tumours/lesions in 9 mice; CD-HFD + anti-TNF, *n* = 3 tumours/lesions in 10 mice; CD-HFD + anti-PD1/anti-TNF, *n* = 3 tumours/lesions in 11 mice; CD-HFD + anti-CD4, *n* = 3 tumours/lesions in 9 mice; CD-HFD + anti-PD1/anti-CD4, *n* = 8 tumours/lesions in 9 mice. All data are shown as mean ± s.e.m. Data in Fig. 2e, g, h were analysed by one-way ANOVA and Fisher’s LSD test. Data in Fig. 2f were analysed by two-tailed Mann–Whitney test. Data in Fig. 2j were analysed by two-sided Fisher’s exact test.

Fig. 3a, b: control, *n* = 6 patients; NAFLD/NASH, *n* = 11 patients. Fig. 3c: control, *n* = 4 patients; NAFLD/NASH, *n* = 7 patients. Fig. 3d–h: mouse, *n* = 3; human, *n* = 3. All data are shown as mean ± s.e.m. Data in Fig. 3b, f were analysed by two-tailed Mann–Whitney test. Data in Fig. 3d were analysed by two-tailed Spearman’s correlation.

Fig. 4a: Hazard ratios are represented by squares, the size of the square represents the weight of the trial in the meta-analysis. Cochran’s *Q*-test and *I*^2^ were used to calculate heterogeneity. Fig. 4b: Kaplan–Meier curve displays overall survival of patients with NAFLD versus those with any other aetiology; all 130 patients were included in these survival analyses (NAFLD *n* = 13; any other aetiology *n* = 117). Fig. 4c: Kaplan–Meier curve displays overall survival of patients with NAFLD versus those with any other aetiology (NAFLD *n* = 11; any other aetiology *n* = 107). Data in Fig. 4b, c were analysed by Kaplan–Meier method and compared using log rank test.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this paper.

## Online content

Any methods, additional references, Nature Research reporting summaries, source data, Extended Data Fig., supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-021-03362-0.

## Supplementary information

Supplementary Tables This file contains Supplementary Tables 1-15.

Reporting Summary

Supplementary Figures Gating strategy flow cytometry.

Peer Review File

## Data Availability

The proteomics data described in this article are available at the PRIDE database, under the identifier PXD017236 or through the dataset website (http://www.ebi.ac.uk/pride/archive/projects/PXD017236). The bulk RNA-seq data described in this article are available at the European Nucleotide Archive (ENA) under accession number PRJEB36747. The scRNA-seq data described in this article are available at GEO under accession GSE144635. The array of comparative genomic hybridization data described in this article is available at GEO under accession GSE144875. The results here are in whole or part based upon data generated by the TCGA Research Network (https://www.cancer.gov/tcga). The human scRNA-seq data described in this article are available at GEO under accession GSE159977. Databases used in this manuscript are WikiPathways (https://www.wikipathways.org/) and MSigDB (https://broadinstitute.org/msigdb). Source data are provided with this paper.

## Source data

Source Data Fig. 1 Source Data Fig. 2 Source Data Fig. 3 Source Data Fig. 4 Source Data Extended Data Fig. 1 Source Data Extended Data Fig. 2 Source Data Extended Data Fig. 3 Source Data Extended Data Fig. 4 Source Data Extended Data Fig. 5 Source Data Extended Data Fig. 6 Source Data Extended Data Fig. 7 Source Data Extended Data Fig. 8 Source Data Extended Data Fig. 9 Source Data Extended Data Fig. 10

# Supplementary material for: NASH limits anti-tumour surveillance in immunotherapy-treated HCC
**Source:** Nature. 2021 Mar 24;592(7854):450–6. doi: 10.1038/s41586-021-03362-0
**Supplement:** Supplementary file 3 — Gating strategy flow cytometry.

## Myeloid Gating strategy

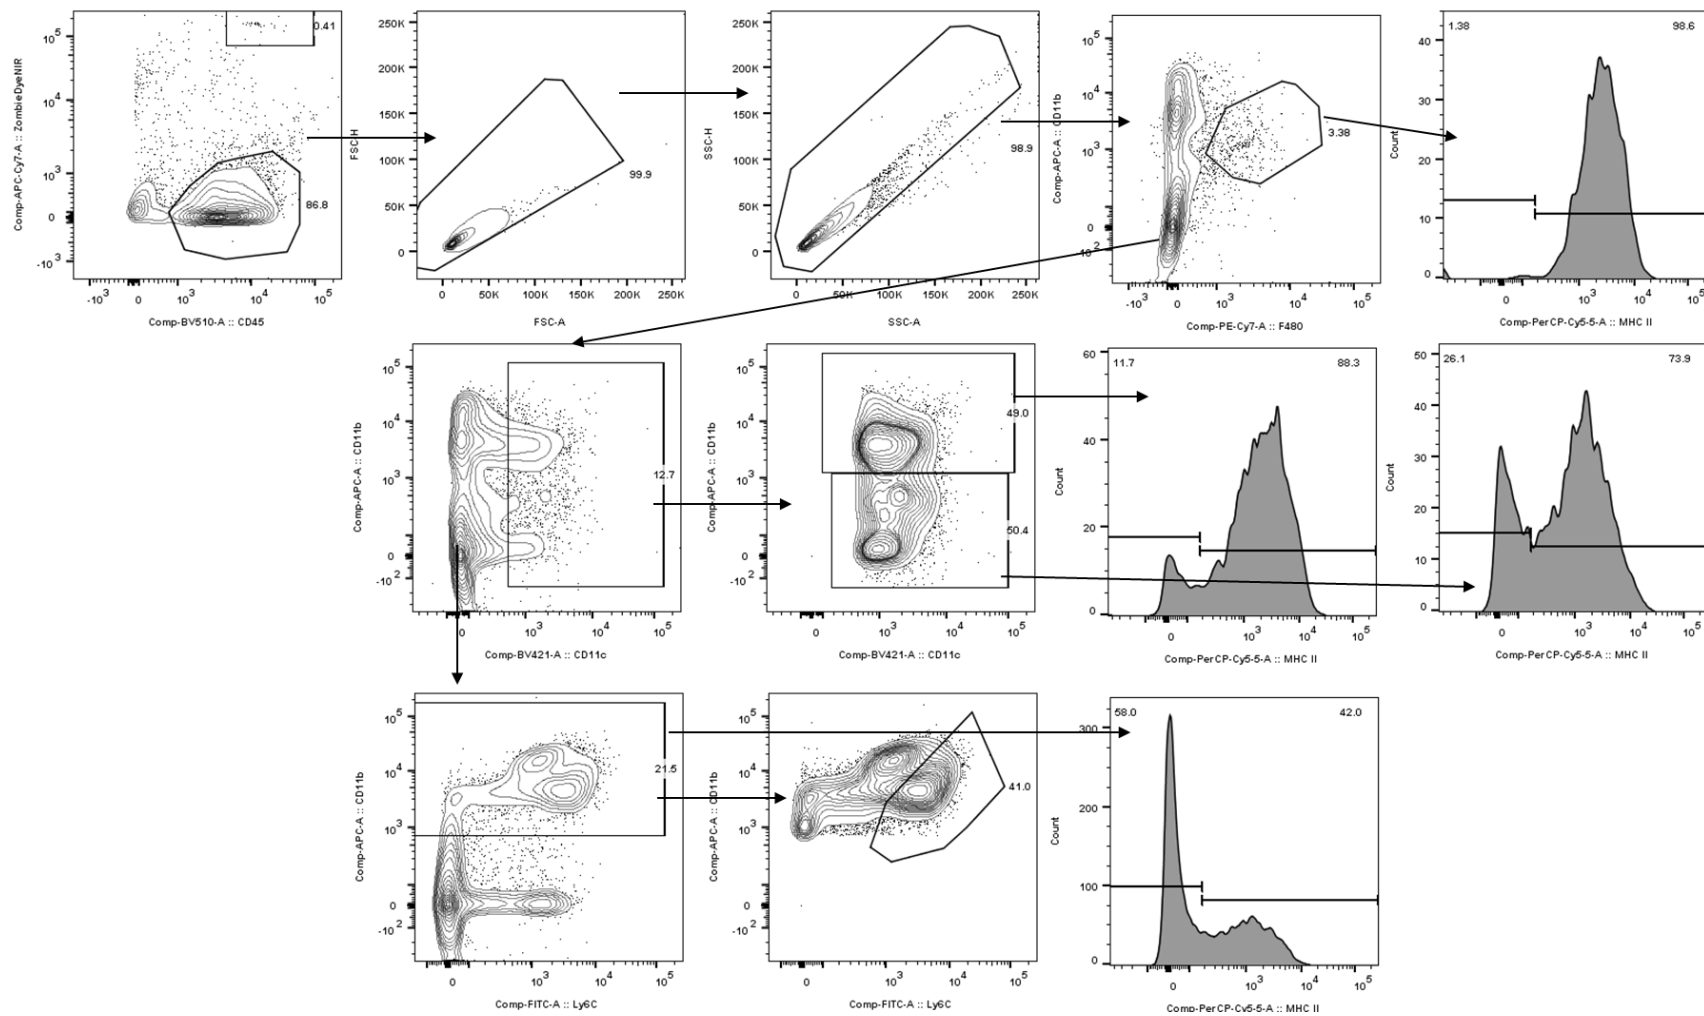

## Myeloid Gating strategy

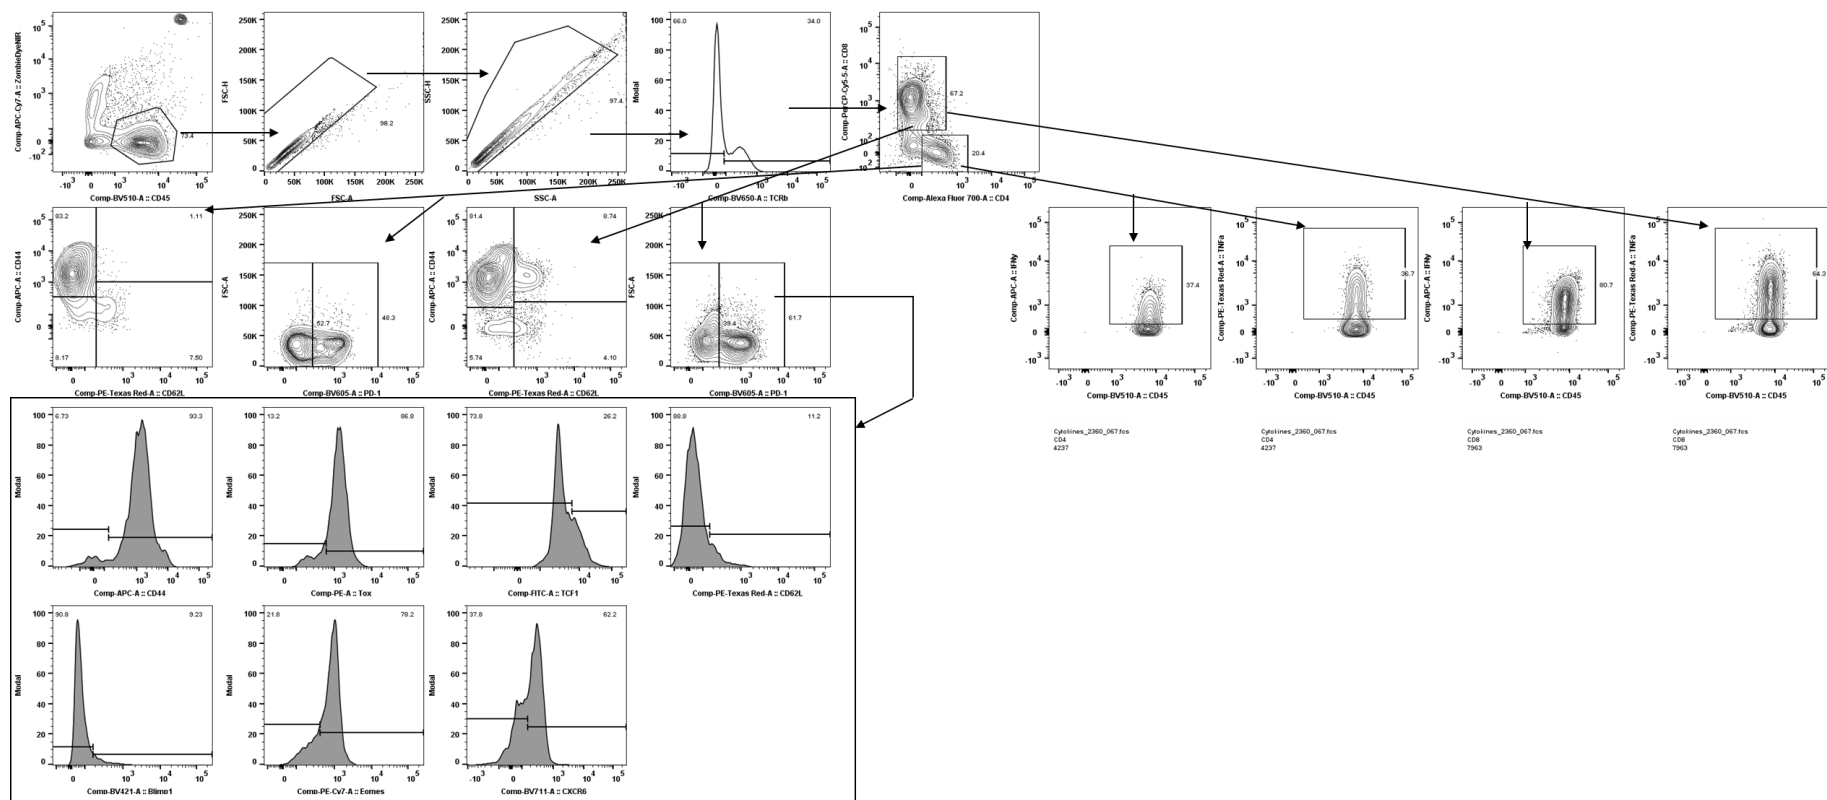

## Published gating strategies

- Gating strategy can be also found in Malehmir et al., 2019;  
<https://www.nature.com/articles/s41591-019-0379-5>
- Extended Data 9a-c (human gating strategy) can be found in  
[https://journals.lww.com/ctg/Fulltext/2019/07000/Immunologic\\_Features\\_of\\_Patients\\_With\\_Advanced.3.aspx](https://journals.lww.com/ctg/Fulltext/2019/07000/Immunologic_Features_of_Patients_With_Advanced.3.aspx)

How the deposited data were processed for this re-analysis (not part of the article)

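Copy number was measured by array comparative genomic hybridization in 21 liver tumours of mice with NASH, 12 from anti-PD1-treated mice and 9 from mice fed CD-HFD only. For each array the authors deposited the spot intensities of both channels as the scanner software wrote them: raw means with local background, and processed signals after background subtraction with a spatial detrend, a multiplicative detrend and linear dye normalization. The deposited log10 ratio of each spot is the reference (Cy5) over the tumour (Cy3), and it equalled the ratio of the processed signals within 0.001 in 99.4 to 100.0% of spots per array, which settled its direction. The authors also deposited a table of loess-normalized log2 ratios for 11526 probes, all of them common to both array designs and 0 of them on X or Y. Each column of that table was matched to its array by name, with 0 columns left unmatched, and it correlated best with that array (r from 0.697 to 0.941, median 0.843). The paper's text names no method for this assay.

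The log2 ratio of tumour over reference was computed from the processed signals and centred on the median of each array, without loess or quantile normalization. Control spots and spots with outlier flags were left out, saturated spots were kept, and spots of one probe were averaged. Noise was estimated from differences between neighbouring probes. Chromosomes 1 to 19 and X were analysed in windows of 1 Mb. Tests across probes, windows and chromosomes used lmFit, duplicateCorrelation with the mouse as block and eBayes of limma 3.58.1 in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment and an adjusted p of 0.05 as threshold. Segments were found by optimal partitioning with least squares, a penalty of 3 times the noise variance times the natural logarithm of the number of probes, and at least 10 probes per segment, in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0. Gains and losses needed an absolute mean of at least 0.2. Shares, segment numbers and frequencies were compared by exact permutation of 14 mice into 7 and 7 (3432 splits), and correlations and similarities by permutation with 100000 resamples or by all orders where a slide held 6 mice.

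The items named were fixed by a rule: every chromosome past the threshold and the 3 with the largest absolute difference; up to 5 windows and probes past the threshold or, with none, the 1 window with the smallest p; the segment with the largest absolute mean in each group; and a list of genes with Myc, Met, Yap1, Ccnd1, Hras, Cdkn2a, Trp53 and Sqstm1, of which Hras has no probe named for it and was not analysed here. A further gene of the list and the segments with the largest absolute mean are not reported here. The window on chromosome 6 and other features named in the closing section were chosen after their values were seen.

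The steps were tested on simulated data. In tumours simulated with the noise of the arrays, a change of 0.3 over 10 Mb was called in 75.2% of its windows, a change of 0.4 over 10 Mb in 98.5% and a change of 0.25 over 10 Mb in 60.8%. Over 5 Mb the calls covered 18.1% at a change of 0.25, 55.2% at 0.3 and 67.6% at 0.4, and shorter changes were not simulated. In these tumours 0.0209% of unchanged windows were called. The simulated noise was independent between probes and held no GC trend. This value therefore does not cover calls that follow GC content in the real arrays. Of 200 windows simulated to differ by 0.4 between the groups, limma called 190, with 7 calls among the unchanged windows and 0 calls when no window was changed. The frequency test called 122 of 200 windows simulated to differ and 0 others. Those 200 windows were changed in nearly all anti-PD1 tumours and in few CD-HFD tumours, so smaller differences in frequency were not simulated. With a smallest p of 0.000583 in the exact permutation of the mice, a difference confined to a few windows could not pass the adjustment.

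The alternatives were the authors' loess-normalized ratios, normexp background correction with an offset of 50, probes well above background in both channels, every tumour as independent, the mean of each mouse, the slide as a block, array weights, windows of 5 and 0.5 Mb, the median of a chromosome, thresholds of 0.1 and 0.3, a doubled penalty, subtraction of the median profile of all tumours, Fisher's exact test, permutation within slides, and each mouse left out in turn. A correction for GC content was also listed, for a genome of the build the arrays use. The genome at hand was GRCm38, so probe sequences were matched to it exactly, 99.9% of 96471 at a single place, and the correction used the GC content of the probe and of the 50 kb around it. It and the restriction to probes common to both designs were chosen after the data were seen. No coordinate was converted between builds, and all positions are those of the files.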

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

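The tests of GC content and of the slide in this part were chosen after the result was seen. In 34 groups of 7 mice tested for a mouse far from the others, 2 such mice were found, where chance gives about 1.7, so neither stands out by number.

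In the anti-PD1 group mouse 612 had a mean log2 ratio of 0.16 on chromosome 8, where the other mice lay between −0.049 and 0.035. The value came mostly from lesion 2 with 0.27, and lesion 5 had 0.053. After the correction for GC content the mouse was at 0.18 and the others between 0.0015 and 0.045. It kept 90.4% of its distance from the median of the other mice, and its gap to the nearest mouse was 0.762 of the whole range, which argues against a GC trend as the whole cause. Lesion 2 lay on slide 1, where the 7 tumours of other mice had −0.22 to 0.14, which argues against likeness of arrays on that slide. Lesion 2 was called as gained over the whole chromosome (0.30 after the correction) from 1 array. Chance stays open for the mouse standing apart, and treatment was not tested on a single mouse.

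Mouse 608, also in the anti-PD1 group, had a mean log2 ratio of −0.088 on chromosome 13, where the others lay between 0.060 and 0.11. Lesions 1 and 6, both on slide 1, had −0.15 and −0.12, and lesion 3, on slide 3, had 0.0054. After the correction for GC content the mouse was at −0.12 and the others between −0.017 and 0.076. The lesions were then at −0.15, −0.14 and −0.069, and the mouse kept 90.2% of its distance from the median of the others, which argues against a GC trend as the whole cause. Its gap was 0.528 of the range, no longer past the limit for 7 mice. Among the 6 tumours of other mice on slide 1, 4 from 4 mice had 0.058 to 0.11, so not every array of that slide was low, but the lesions of mouse 1770 had −0.22 and −0.067. A loss in lesions 1 and 6 and an effect of the slide on some of its arrays cannot be told apart, since the lowest of the other tumours lay below both lesions. Chance stays open too, and treatment was not tested on a single mouse.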

How the results depend on the processing

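The correction for GC content, the alternatives around single genes, the restriction to common probes, the filter on dim probes for gains, losses and segments, and the combination of the median profile with pairs on different slides were chosen after the data were seen; the others were planned. The planned form of the GC correction, with a genome of the build of the arrays, was not run.

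The counts of probes, windows and chromosomes past the threshold in limma stayed at 0 under all 22, 25 and 24 alternatives, with smallest adjusted p from 0.135 to 0.982, 0.213 to 1.00 and 0.499 to 0.990. The frequency test stayed at 0 under 9 alternatives, with at most 6 windows at an unadjusted p under 0.05 (normexp). On chromosomes 8, 1 and 13 and in the window on chromosome 17 the difference kept its sign under every alternative run (24, 24, 24 and 23). No paired analysis was possible because the groups share no mice.

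No difference in the altered, gained or lost share or in the number of segments passed the threshold under any alternative, with permutation p from 0.150 to 0.996, but signs reversed. The altered share differed by −0.603 percentage points in the loess-normalized ratios, −1.09 after GC correction, −1.15 with the median profile subtracted, and −2.33 to 3.97 with each mouse left out. The gained share differed by 0.398 after GC correction, 4.86 at a threshold of 0.1, 1.14 with every tumour independent, 1.14 within slides, and −2.24 to 2.10 with each mouse left out. The lost share differed by −1.49 after GC correction, −0.517 with the median profile subtracted, and −0.0934 to 2.80 with each mouse left out, and the number of segments by −1.48 after GC correction and 1.54 to 14.6 with each mouse left out. The similarity of tumours from one mouse reversed to 0.0799 with normexp and 0.110 after GC correction. Around single genes the sign reversed at Yap1 (0.0029 with normexp), Ccnd1 (0.013 with normexp, 0.018 after GC correction, 0.026 without dim probes), Cdkn2a (−0.020 in the loess-normalized ratios), Trp53 (0.00077 with normexp, 0.0055 after GC correction, 0.0090 without dim probes) and Sqstm1 (0.028 in the loess-normalized ratios, 0.00069 after GC correction). The cause was not tested. The correlation of the altered share with noise kept its sign under 4 alternatives, from 0.0287 to 0.492.

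Signal over background limits lesion 1 of mouse 608, with 65.0% of tumour spots well above background, the lowest of the 21 arrays.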

Other observations

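The test on the lesions of mouse 608, the correction for GC content itself and the median profile combined with pairs on different slides were chosen after the result was seen; the tests of other splits, the shared profile, noise and similarity were planned.

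With mice assigned to groups at random, 100 of 100 splits (the real one included, of 1716 distinct splits) gave at least as many probes past the threshold as the real split, 100 of 100 at least as many windows and 100 of 100 at least as many chromosomes, which any split does when the real count is 0, so these counts decide nothing about chance. At an unadjusted p under 0.05, 17 splits had as many probes, 89 as many windows and 100 as many chromosomes. These splits reused the correlation within mice from the real split.

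The tumours of both groups shared a profile along the genome. Over 2107 autosomal windows the median log2 ratio followed GC content (r = −0.688, rho = −0.683, across windows, which are not independent replicates), and the correction left 69.5% of its SD (0.17 before, 0.12 after), which argues against GC content as the whole cause. The rest may come from the reference pool or the probes, which were not tested. The mean altered share over tumours kept 37.9% of its size after the correction (20.9% to 7.92%), and the median fell from 22.2% to 0.135%. Lesion 1 of mouse 2064 (43.6%), lesions 6 and 1 of mouse 608 (35.7% and 19.0%) and lesion 1 of mouse 1770 (26.6%) kept the highest shares. These values are in line with much of the called gains and losses following GC content.

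Noise of the arrays was also weighed for the altered share. Over 14 mice the correlation was r = 0.196 (permutation p = 0.504, adjusted 0.756) and rho = 0.160 (permutation p = 0.585, adjusted 0.585), and r = 0.267 without the 2 mice farthest from the median noise. Under the alternatives r was 0.492 after the GC correction (permutation p = 0.0696, rho = 0.121) and 0.456 in the loess-normalized ratios (permutation p = 0.101). It was 0.186 with every tumour independent (permutation p = 0.421) and 0.0287 with normexp (permutation p = 0.920). With the 2 farthest left out, these became 0.419, 0.0452, 0.0369 and 0.506 in that order. Within slide 1 (6 mice) r was −0.117 (exact p = 0.850, adjusted 0.850) and rho −0.486 (exact p = 0.356, adjusted 0.533), and within slide 2 (6 mice) r was 0.771 (exact p = 0.0431, adjusted 0.129) and rho 0.771 (exact p = 0.103, adjusted 0.308), over 3 relations in all; r was 0.639 on slide 2 without the 2 farthest. On slide 1 r was −0.453 without the 2 farthest. The 5 mice on slide 3 were not tested on their own, as correlations were computed over at least 6 mice. The signs differ between slides and the size of r depends on the processing, so whether noise adds to the called share cannot be told apart from chance here.

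After the GC correction, whole autosomes (at least 90% of the length past the threshold) changed in 6 anti-PD1 tumours of 3 mice (12 gains, 5 losses) and in 3 CD-HFD tumours of 3 mice (6 gains, 7 losses); the difference was not tested. Chromosome 1 was gained in 4 tumours of 4 mice, with 0.43 in lesion 1 of mouse 2064, 0.40 in lesion 1 of mouse 2088, 0.32 in lesion 6 of mouse 608 and 0.22 in lesion 2 of mouse 612. Lesions 1 and 6 of mouse 608 both lost chromosome 9 (−0.39 and −0.36) and chromosome 12 (−0.43 and −0.36) and both gained chromosome 15 (0.37 and 0.41). Lesion 1 alone of these gained chromosome 14, and lesion 6 alone gained chromosomes 1, 5, 10 and 19. Lesion 3 of the mouse, on slide 3, gained chromosome 15 (0.21) and 16, and had −0.11 on chromosome 9 and 0.14 on chromosome 12, of the opposite sign. The 6 tumours of other mice on slide 1, where lesions 1 and 6 lay, had −0.064 to 0.065 on chromosome 9, −0.067 to 0.049 on chromosome 12 and 0.011 to 0.18 on chromosome 15, which argues against likeness of arrays on one slide as the cause of these changes. Chromosome 9 was called as lost over its whole length in no tumour of another mouse, while lesion 1 of mouse 2064, on slide 2, also lost chromosome 12 (−0.33) and gained chromosome 15 (0.41). Over all autosomes the means of the lesions correlated at r = 0.619, and 3 of 26 pairs of different mice on that slide were as high (highest 0.795). A correlation ignores the size of changes, and some tumours on that slide were almost unaltered after the correction. The altered share was 0% in lesion 1 of mouse 604, 0.0227% in lesion 2 of mouse 2067 and 0.135% in lesion 1 of mouse 2085. The correlation over all autosomes therefore cannot decide whether lesions 1 and 6 stand apart. In lesion 1 of mouse 608 the calls depended on the processing. Its altered share was 19.0% in the loess-normalized ratios and 25.2% with the median profile subtracted. With normexp it was 0%, while lesion 6 had 37.0%. A shared origin of lesions 1 and 6, the same changes arising in each, and a mixture of DNA or a wrong label stay open and were not tested.

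Tumours of one mouse were no more alike than tumours of different mice of one group without the GC correction (mean r across windows 0.52 in 9 pairs and 0.53 in 93 pairs, difference −0.00868, one-sided permutation p = 0.522). After the correction they were at 0.513 and 0.403, a difference of 0.110 (one-sided permutation p = 0.0950). Arrays of one slide did resemble each other: pairs of different mice had a mean r of 0.663 on the same slide (26 pairs) and 0.473 on different slides (67 pairs), a difference that was not tested. With pairs on the same slide left out, the difference between pairs of one mouse and of different mice was −0.0182 (permutation p = 0.565, without the GC correction), and −0.177 with the median profile of all tumours also subtracted (one-sided permutation p = 0.960). Among pairs on the same slide alone this difference was −0.0673 (one-sided permutation p = 0.715, without the GC correction). The means were 0.596 in 4 pairs of one mouse and 0.663 in 26 pairs of different mice. Over all pairs the difference was −0.0944 in the loess-normalized ratios (one-sided permutation p = 0.922), −0.038 with the median profile subtracted and 0.0799 with normexp. Whether the slide adds to likeness within mice stays open, since pairs of one mouse were more alike only after the GC correction or with normexp, and pairs on different slides were not compared under these. No biological explanation was tested.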
